# Substrate specificity of the TRAMP nuclear surveillance complexes

**DOI:** 10.1038/s41467-020-16965-4

**Published:** 2020-06-19

**Authors:** Clémentine Delan-Forino, Christos Spanos, Juri Rappsilber, David Tollervey

**Keywords:** Biochemistry, Biological techniques, Bioinformatics, Gene expression analysis, Reverse transcription polymerase chain reaction

## Abstract

During nuclear surveillance in yeast, the RNA exosome functions together with the TRAMP complexes. These include the DEAH-box RNA helicase Mtr4 together with an RNA-binding protein (Air1 or Air2) and a poly(A) polymerase (Trf4 or Trf5). To better determine how RNA substrates are targeted, we analyzed protein and RNA interactions for TRAMP components. Mass spectrometry identified three distinct TRAMP complexes formed in vivo. These complexes preferentially assemble on different classes of transcripts. Unexpectedly, on many substrates, including pre-rRNAs and pre-mRNAs, binding specificity is apparently conferred by Trf4 and Trf5. Clustering of mRNAs by TRAMP association shows co-enrichment for mRNAs with functionally related products, supporting the significance of surveillance in regulating gene expression. We compared binding sites of TRAMP components with multiple nuclear RNA binding proteins, revealing preferential colocalization of subsets of factors. *TRF5* deletion reduces Mtr4 recruitment and increases RNA abundance for mRNAs specifically showing high Trf5 binding.

## Abstract (web summary)

During nuclear surveillance in yeast and human cells, the RNA exosome functions together with the TRAMP complexes. Here, the authors defined the protein composition of the TRAMP complexes and identified specific RNA binding sites for the different TRAMP components.

## Introduction

The transcription, processing, and packaging of eukaryotic RNAs offers many opportunities for errors (reviewed in refs. ^1,2^). In consequence, quality control or “surveillance” of aberrant nuclear RNAs is an essential feature of eukaryotic gene expression. In addition, all stable RNA species undergo post-transcriptional maturation, including 3′ processing. A key component of both RNA surveillance and processing pathways is the exosome; an essential, multi-subunit complex that is highly conserved among eukaryotes.

The purified exosome shows weak activity in vitro, indicating that the rapid and processive activity inferred in vivo requires cofactors. In budding yeast, the Trf4/5–Air1/2–Mtr4 polyadenylation (TRAMP) complexes are major cofactors for the nuclear exosome and critical for nuclear RNA surveillance activity^3–6^. There are variants of the TRAMP complexes, but each has three components: Trf4 or Trf5, Air1 or Air2, and Mtr4, all of which are conserved to humans. Mtr4 is an ATP-dependent RNA helicase^7,8^ and is essential for all known activities of the nuclear exosome. In contrast, the other TRAMP components are required for RNA surveillance in the nucleolus and nucleoplasm, but are not known to participate in the accurate processing of stable RNA species. Air1 and Air2 are zinc (Zn)-knuckle, putative RNA-binding proteins^9^, whereas Trf4 and Trf5 are noncanonical poly(A) polymerases. Together, they add a short oligo(A) tail, significantly shorter than poly(A) tail added by the canonical polymerase (Pap1)^10^. This is presumed to provide a single-stranded “landing pad” that makes the RNA a better substrate for 3′-end degradation. It was previously suggested that TRAMP recruitment to substrates would be driven by Air1/2 through their RNA-binding activities^4,11^ (reviewed in ref. ^12^). In addition, Mtr4 includes a distinctive “arch” or “kow” domain, consisting of a β-barrel stalk inserted into the typical DExH core^13–15^. The arch domain is specifically bound by ribosomal biogenesis factors carrying an arch-interacting motif (AIM), enabling direct Mtr4 recruitment to pre-ribosomal RNAs (rRNAs)^16^. The arch was also proposed to function as a docking platform for Trf4 and Air2, acting independently of the helicase activity of the DExH core.

Human cells express at least three complexes that each contain MTR4 and a zinc-finger protein. These include TRAMP, which is predominately nucleolar in humans, as well as NEXT (Nuclear EXosome Targeting) and PAXT (Poly(A) eXosome Targeting) complexes, which are nucleoplasmic^17–19^. Budding yeast appears to lack NEXT and PAXT homologs, but the TRAMP complexes are present in both the nucleolus and nucleoplasm. The Air1/2 and Trf4/5 pairs show some functional redundancy, since the single mutants are viable, whereas double mutants are inviable or severely growth impaired, depending on strain background^4,9,20^. Structural and functional analyses have focused on the Trf4–Air2 TRAMP complex^21–25^. However, both the Air1/2 and Trf4/5 pairs have very significantly diverged in sequence (Fig. 1a, b). The N-terminal regions of Air1 and Air2 are only ~44% identical (amino acids (aa) 1–72 for Air1, from 360 total; aa 1–59 for Air2 from 344 total), while the C termini are substantially different (15% identity between Air1 aa 204–360 and Air2 aa 193–344)^19^. Similarly, Trf4 and Trf5 show homology over their central regions (67% identical aa over 117–519 in Trf4, from 584 total), but diverge in both the N- and C-terminal regions. These sequence divergences are much greater than most duplicated gene pairs in yeast, suggesting that the functions of the different forms of the yeast TRAMP complex may also have diverged and developed distinct specificities in vivo.

**Fig. 1:**
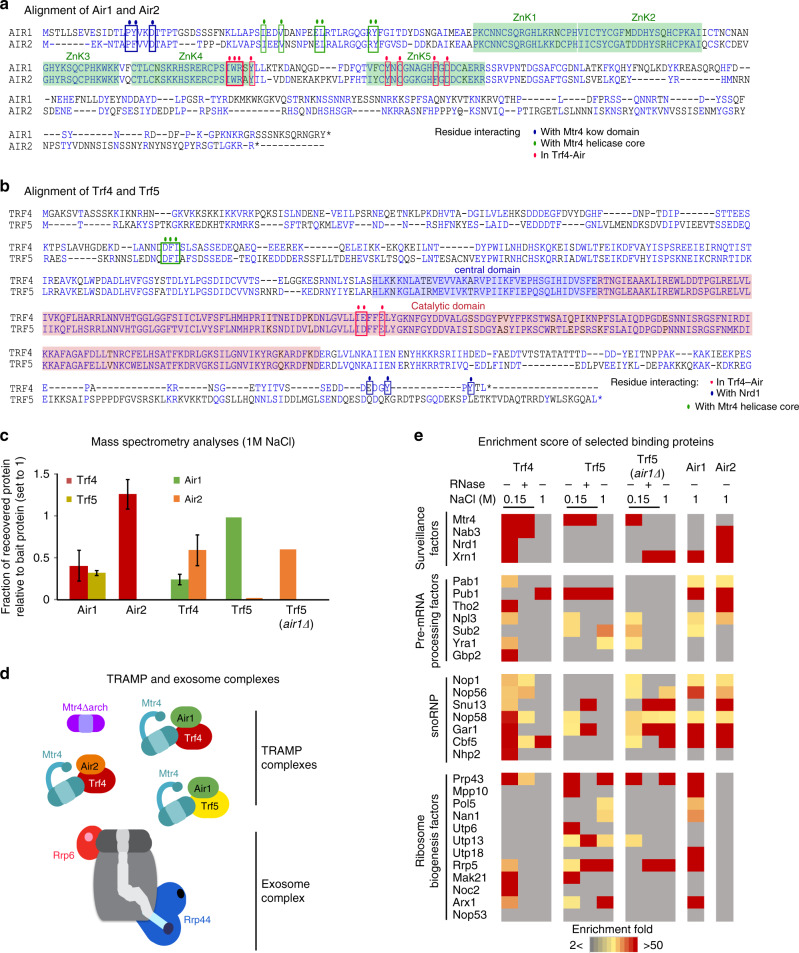
Protein interactions involving TRAMP components. **a**, **b** Alignment of paralogs Air1 and Air2 (**a**), Trf4 and Trf5 (**b**). Domains are highlighted with transparent squares (zinc-knuckle domain in green, Trf4 and Trf5 central domain in blue, poly(A) polymerase catalytic domain in red). Residues involved in TRAMP internal interactions are designated by colored circles and squares. **c** Mass spectrometry (LC-MS/MS) analysis of Air1, Air2, Trf4, and Trf5 pull-downs under stringent conditions (1 M NaCl). iBAQ (intensity-based absolute quantification) values were calculated and TRAMP component recovery was represented relatively to bait protein iBAQ set to 1. Two individual replicates were averaged with standard deviation shown as error bars (except for Trf5 where one replicate was excluded due to high signal-to-noise ratio). See Supplementary Data 2 for values. **d** Schematic representation of the TRAMP nuclear cofactor and exosome complexes. Proteins subjected to CRAC in this study are highlighted in color: Mtr4 helicase in dark blue, Mtr4∆arch mutant in purple. Air1 and Air2 zinc-knuckle domains in green and orange, respectively. Trf4 and Trf5 poly(A) polymerase domains in dark red and yellow, respectively. Rrp44 exo- and endonuclease and Rrp6 exonuclease active sites are represented in dark blue and red, respectively. The exosome barrel is colored in gray. **e** riBAQ (relative molar abundances for each protein) was determined by dividing the iBAQ value for each protein by the sum of all non-contaminant iBAQ values. Enrichment was calculated as the riBAQ ratio between TRAMP protein pull-down and the mock sample. All proteins showing a ratio <2 were consid red to be not significantly enriched. See Supplementary Data 3 for values.

The two C-terminal zinc knuckles of Air2 (ZK4 and ZK5, residues 119–199) mediate the interaction with the central domain of Trf4^23,24,26^, which requires the presence Air1 or Air2 to adenylate its substrate in vivo^6^. However, a catalytically inactive Trf4 mutant (Trf4-DADA) can support degradation of most Trf4 targets and rescue the lethality of a *Δtrf4 Δtrf5* double mutant, indicating that Trf4 can target RNAs to the exosome independently of adenylation^20^. In strains depleted of Mtr4, TRAMP substrates are both stabilized and hyper-adenylated^27^. This shows that Trf4/5 can be recruited to target RNAs and activated independent of Mtr4 and the exosome.

Here, we aimed to determine which TRAMP complexes form in vivo, how they bind to different substrate classes, and how they cooperate with the exosome. To this end, we characterized TRAMP protein–protein and protein–RNA interactions via mass spectrometry (MS) and CRAC (ultraviolet (UV)-cross-linking analyses), respectively. Unexpectedly, the results indicate major roles for Trf4 and Trf5 in TRAMP targeting and recruitment, and a specific role for Trf5 in messenger RNA (mRNA) stability. In contrast, Air1 and Air2 appear to be highly redundant.

## Results

### Three distinct TRAMP complexes are detected in vivo

The TRAMP complexes potentially comprise four different combinations of Trf4/5 and Air1/2, together with Mtr4. We assessed the actual combinations formed in vivo, by tandem-affinity purification and MS. Air1, Air2, Trf4, and Trf5 were each tagged with His6-TEV-protein A (HTP). Purifications were initially performed under high salt conditions (1 M NaCl) to recover only stable interactions. Associated proteins were identified by MS and subjected to label-free quantification. iBaq scores^28,29^ were calculated for each protein recovered (Supplementary Data 2). These indicated that Air1 interacts with both Trf4 and Trf5, while Air2 interacts almost exclusively with Trf4 (Fig. 1c). Previous analyses reported that Mtr4 is not efficiently retained in TRAMP above 125 mM NaCl^4^. Consistent with this, Mtr4 was weakly recovered in the 1 M NaCl preparations. These data demonstrate that three distinct TRAMP complexes co-exist in vivo, containing Trf4 + Air1 (TRAMP4-1), Trf4 + Air2 (TRAMP4-2), and Trf5 + Air1 (TRAMP5-1) (Fig. 1d). Each presumably also associated with Mtr4.

Trf5 and Air2 were not detected in association with either reciprocal precipitation, but it was unclear whether this reflected an inability to interact, or simply a higher affinity for Trf5–Air1 binding. To test this, *AIR1* was deleted in the strain expressing Trf5-HTP. In the *air1∆* strain, Air2 was well recovered with Trf5-HTP, indicating competition for Trf5 association and redundancy between Air1 and Air2 (Fig. 1c).

To further characterize factors binding to Trf4 and Trf5, these purifications were repeated at 150 mM NaCl, with and without the inclusion of RNase treatment (Supplementary Data 3 and Fig. 1e; colored boxes indicate fold enrichment in the precipitation indicated relative to the non-tagged control; <2-fold enrichment is gray). In this lower stringency purification, Mtr4 was well recovered with both Trf4 and Trf5, independent of RNA. However, in the *air1∆* strain, recovery of Mtr4 with Trf5 was RNase sensitive (Trf5 *air1∆*). This suggests that the Trf5–Air1 complex binds jointly to Mtr4, and that this interaction is not fully recapitulated by Trf5–Air2, making the complex less stable.

Nab3 and Nrd1, subunits of the Nrd1–Nab3–Sen1 complex, were recovered with Trf4 but not Trf5, consistent with the reported presence of a Nrd1-interacting motif in Trf4 but not Trf5^25^. Both Nab3 and Nrd1 are implicated in RNA surveillance on RNAPII and RNAPIII transcripts, but are not known to participate in pre-rRNA degradation. The 5′ exonuclease Xrn1 showed RNase-sensitive recovery with Trf4 and was also identified with Air1 and Air2. Xrn1 is predominately cytoplasmic, but several studies have reported nuclear roles^30–33^, consistent with this finding. Several early binding, pre-mRNA packaging factors were also recovered with Trf4 and Trf5, likely reflecting the role of TRAMP in promoting rapid degradation of non-coding RNAs (ncRNAs)^6,34^, and these interactions were largely RNase sensitive.

Multiple proteins associated with both the box C/D and box H/ACA classes of small nucleolar RNAs (snoRNAs) were strongly recovered with Trf4, Air1, and Air2, consistent with the reported involvement of Trf4 in snoRNA maturation^35,36^. Curiously, recovery of the small nucleolar ribonucleoprotein (snoRNP) proteins with Trf5 was enhanced in the *air1∆* strain, which has increased Trf5–Air2 association, possibly indicating that Air2 contributes to snoRNP binding. A subset of ribosome synthesis factors was recovered, showing greater interaction with Trf5 than Trf4 and, particularly, with Air1 relative to Air2, for which none showed >2-fold enrichment (Fig. 1e). This suggests a preferential role for TRAMP5-1 in pre-rRNA degradation.

Notable omissions were Utp18 and Nop53, which were reported to bind Mtr4 directly in the context of pre-ribosomes and promote TRAMP-independent, pre-RNA processing^16^. The exosome was also very poorly recovered (Supplementary Data 3), consistent with the failure of the original exosome purifications to recover TRAMP components and vice versa^4,5,37^. TRAMP–exosome interactions may be too transient in vivo to be readily recovered.

### The TRAMP complexes exhibit distinct substrate preferences

RNA targets of the different TRAMP subunits were identified by in vivo UV-cross-linking followed by protein purification and sequence analysis of cDNAs (CRAC). 

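CRAC cross-links a tagged protein to its RNA in living cells with UV light, and the RNA fragments that stay bound through purification are sequenced as cDNA. Trf4 and Trf5 are the poly(A) polymerases of TRAMP, and Air1 is one of its RNA-binding subunits. Cells were grown at 30 °C to an A600 of 0.5 and irradiated at 254 nm for 100 s. The 2 Air1 libraries held 1139636 and 727532 aligned reads, with median read lengths of 26 and 24 nt. The 2 Trf5 libraries held 657457 reads (median 28 nt, HTP-tagged Trf5, replicate 1) and 1807115 reads (median 39 nt, FPH-tagged Trf5 expressed from a plasmid in trf5∆ cells, replicate 2). Trf4 had 1 library of 1402757 reads, with a median of 33 nt. The authors trimmed the adapters with Flexbar, collapsed PCR duplicates by identical ends and random barcode bases, and aligned with Novoalign, which placed a read with several equal matches at one of them at random. The deposited files list every aligned read by its position, and reads were counted from them by strand against the annotation of assembly R64 (sacCer3). The coding sequence of each mRNA was extended by 50 nt upstream and 100 nt downstream. All reads were used, since reads with an oligo(A) tail were not separated. Libraries of Mtr4, Air2, Rrp6 and Rrp44 from wild-type cells were not analysed here. Errors are the SD between libraries. For a protein with 1 library the 95% interval of a share is given (Wilson), which covers counting error only.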

We compared strains in which the endogenous gene was HTP tagged for Air1, Air2, Trf4, Trf5, and Mtr4, as well as the exosome exonucleases Rrp44 and Rrp6. The Mtr4 arch domain is implicated in substrate recruitment^13,14,38,39^, so we also constructed and analyzed a tagged Mtr4 mutant lacking this region (Mtr4∆arch) (Supplementary Fig. 1A). The Mtr4∆arch construct was expressed from *P*_*MTR4*_ in a strain in which wild-type (WT) Mtr4 was under *P*_*GAL*_ control, allowing its depletion on glucose medium (Supplementary Fig. 1B).

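The arch is a domain of the helicase Mtr4, and Mtr4∆arch lacks it. Cells were kept on glucose for 16 to 20 h to deplete wild-type Mtr4 before cross-linking. The 2 Mtr4∆arch libraries held 518941 and 555751 aligned reads, both with a median length of 24 nt. Trf4 was also purified from the Mtr4∆arch strain (1 library of 225655 reads, median 25 nt). Rrp44, the exosome nuclease also known as Dis3, was purified from it in 2 experiments of 771008 and 579640 reads, both with a median of 27 nt. These libraries were processed like those of Air1, Trf5 and Trf4.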

Comparison of RNA target classes recovered with each protein showed clear differences (Fig. 2a). 

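Fragments of 25S rRNA made up 13.6% ± 0.459 (SD, n = 2) of the Air1 reads, 24.1% ± 3.65 (SD, n = 2) of the Trf5 reads and 15.7% (95% interval 15.6 to 15.7) of the Trf4 reads. tRNAs took 6.43% ± 1.29 (SD, n = 2) of the reads of Air1 and 6.20% ± 3.87 (SD, n = 2) of those of Trf5, a difference smaller than the spread between the Trf5 libraries. In the Trf4 library tRNAs took 4.92% (4.89 to 4.96). The snoRNA share was 1.73% ± 0.193 (SD, n = 2) for Air1, 3.33% ± 1.11 (SD, n = 2) for Trf5 and 1.93% (1.91 to 1.95) for Trf4. Each read was counted in a single class, and no test was made between proteins with 1 or 2 libraries each.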

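Of Air1, Trf5 and Trf4, Air1 had the highest share of reads in the ETS and ITS, 22.1% ± 1.99 (SD, n = 2). The share was 7.49% ± 4.40 (SD, n = 2) for Trf5, from 10.6% in replicate 1 and 4.38% in replicate 2. The Trf4 library had 6.83% (95% interval 6.78 to 6.87). The mean of Air1 was 2.96 times that of Trf5, and the libraries of these proteins did not overlap. Without Trf5 replicate 1 this ratio was 5.06, and the ratio of Trf4 to Trf5 changed from 0.911 to 1.56. Without Trf5 replicate 2 the ratio of Trf4 to Trf5 was 0.644. Air2 in wild-type cells was not analysed here.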

Notably, pre-rRNA spacer regions (external transcribed spacer (ETS) and internal transcribed spacer (ITS)) were substantially more targeted by Air1 than Air2, whereas Trf4 and Trf5 exhibited similar recovery. They were also less recovered with Mtr4∆arch relative to Mtr4, consistent with pre-rRNA maturation defects reported for strains carrying arch mutations (Supplementary Fig. 1C)^13,14,38,39^. In contrast, the major ncRNA classes, CUTs, SUTs, and XUTs, were strongly recovered with Air2 and Trf4, relative to Air1 plus Trf5. 

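Mtr4∆arch had 16.6% ± 0.400 (SD, n = 2) of its reads in the pre-rRNA spacers, against 21.4% ± 3.06 (SD, n = 2) for intact Mtr4 in air1∆ and 27.2% ± 3.97 (SD, n = 2) for intact Mtr4 in air2∆. Mean depth across the 5′ ETS, in RPM at each nucleotide, was 1699 ± 12.8 (SD, n = 2) for Mtr4∆arch, 4004 ± 849 (SD, n = 2) in air1∆ and 5408 ± 1262 (SD, n = 2) in air2∆. In ITS2 Mtr4∆arch was higher, with 2862 ± 45.4 (SD, n = 2) against 1957 ± 75.9 (SD, n = 2) in air1∆ and 2012 ± 235 (SD, n = 2) in air2∆. Over the mature 5.8S rRNA the depth of Mtr4∆arch was 4759 ± 163 (SD, n = 2). Intact Mtr4 in TRF5 AIR1 AIR2 cells was not analysed here, so these strains stand in for it.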

Notably, protein-coding genes appeared to be major targets of Trf5, which showed the strongest recovery compared to the other factors.

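mRNAs took 27.7% ± 12.8 (SD, n = 2) of the Trf5 reads, with 18.6% in replicate 1 and 36.7% in replicate 2. For Trf4 the share was 33.4% (95% interval 33.3 to 33.5), between the Trf5 libraries. Air1 had 14.4% ± 0.706 (SD, n = 2) and Mtr4∆arch 13.4% ± 0.350 (SD, n = 2). The mean of Trf5 was 1.92 times that of Air1, and both Trf5 libraries lay above both Air1 libraries. The ratio of Trf5 to Trf4 was 0.83, or 1.10 without Trf5 replicate 1 and 0.557 without Trf5 replicate 2.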

**Fig. 2:**
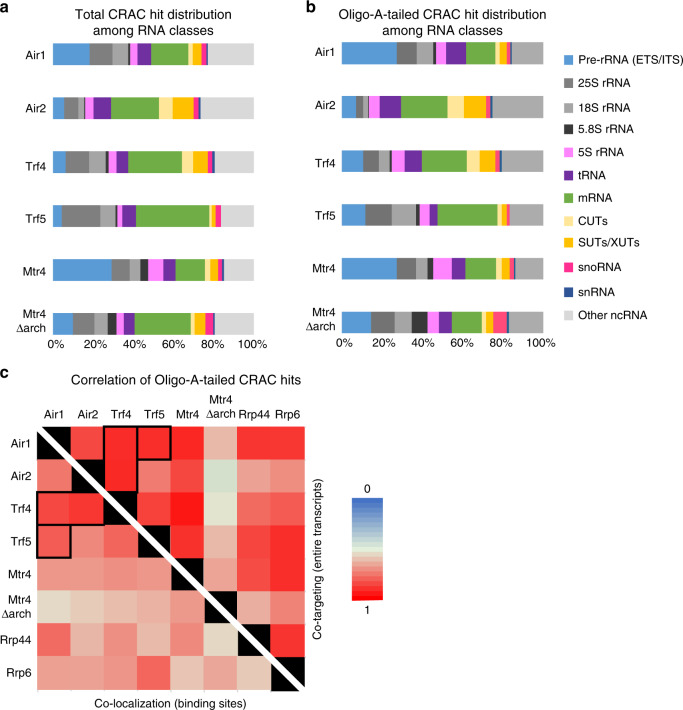
RNA interactions by TRAMP components. **a**, **b** Distribution of all (**a**) and non-encoded A-tailed (**b**) reads mapped to different RNA substrate classes recovered in CRAC datasets. Two biological replicates were averaged for each protein. **c** Correlation matrix displayed as a heat map showing correlation between binding sites recovered with different factors. Note: Above the diagonal, the matrix shows the extent to which the factors target the same RNA species as “co-targeting of RNAs.” Below the diagonal, the matrix shows the extent to which the factors target the closely positioned RNA sites (≥50 nt) as “co-localization of sites.” See Supplementary Data 4 for values for individual CRAC dataset.

TRAMP targets are expected to be subject to oligoadenylation, so we specifically analyzed cDNAs that carry additional, 3′-terminal non-templated A residues (Fig. 2b). These are very likely to represent the authentic 3′ ends of RNAs that have been recognized by one of the TRAMP complexes and targeted for degradation by oligo(A) addition. In these datasets, the preference for Air1 over Air2 in pre-rRNA binding was even more marked. Similarly, the preference for Air2 and Trf4 in recovery of ncRNAs was more striking in the oligo(A) population. This was seen for CUTs, SUTs, and XUTs, as well as antisense and intergenic regions and RNAPIII transcripts (“other ncRNAs” in Fig. 2b).

Similarities and differences between TRAMP components were assessed by the degree of correlation between the recovered targets for RNAPII transcripts (Fig. 2c and Supplementary Fig. 2, Supplementary Data 4) As expected, target RNA species (“co-targeting”) were more similar than the co-localization of the precise binding sites for different factors (“co-localization”). 

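RPM on RNAPII transcripts were correlated between each pair of libraries. The paper removed low-complexity reads for its correlations, and no such filter was applied here. For Air1 and Trf4 the mean Pearson r was 0.620, with 0.49 and 0.75 for the 2 pairs of libraries. For Air1 and Trf5 it was 0.447, from 0.321 to 0.590 over 4 pairs. Replicates of the same protein gave 0.751 for Air1 and 0.553 for Trf5. These correlations run across genes, which are not independent replicates, and no p-value was computed.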

Consistent with the proteomic analyses and target RNA classes, Air1 binding was similar to Trf4 and Trf5, while Trf4 showed similarity to both Air1 and Air2. In contrast, Trf5 binding was more similar to Air1 than to Air2, while Air2 more resembled Trf4 that Trf5. 

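Of 5248 RNAPII transcripts tested, 127 had more Trf5 than Air1 reads and 516 had fewer at an adjusted p under 0.05 (limma-voom, two-sided). The median log2 fold change over all of them was -0.832, so the split into more and fewer depends on the scaling. DAD4 (YDR320C-A, chromosome IV from 1108280 to 1108498), which encodes a subunit of the DASH complex of the kinetochore, had 1759 ± 1506 RPM (SD, n = 2) with Trf5 and 46.8 ± 41.5 (SD, n = 2) with Air1, a log2 fold change of 5.59 (standard error 1.3, adjusted p = 0.00571) that was 4.2 without Trf5 replicate 2. MLC1 (YGL106W, myosin light chain) had a log2 fold change of 5.72 (standard error 1.15, adjusted p = 0.00242), with 270 reads for Trf5 and 1 for Air1. MPM1 (YJL066C) had no Air1 read and was at least 17.3-fold higher with Trf5, taking 3 reads over both Air1 libraries as the limit. In the other direction ATG31 (YDR022C, an autophagy factor, chromosome IV from 488072 to 488662) had a log2 fold change of -7.47 (standard error 1.18, adjusted p = 0.000227). DOM34 (YNL001W, a ribosome rescue factor) had 4266 ± 3556 RPM (SD, n = 2) with Air1 and 122.6 ± 169 (SD, n = 2) with Trf5, where 2 of 38 reads came from the deeper library. Its log2 fold change of -7.55 was -3.3 without Trf5 replicate 2. CTS2 (YDR371W), a putative chitinase, had 92 Air1 reads and none with Trf5. The mRNA most bound by Trf5 was TDH3 (YGR192C, glyceraldehyde-3-phosphate dehydrogenase), with 7202 ± 2139 RPM (SD, n = 2) for Trf5 and 3183 ± 14.8 (SD, n = 2) for Air1. CCW12 (YLR110C, a cell wall protein, chromosome XII from 369697 to 370098) had 5272 ± 2609 (SD, n = 2) and 1381 ± 596 (SD, n = 2), with a log2 fold change of 2.27 (standard error 0.49, adjusted p = 0.00346). PDC1 (YLR044C, pyruvate decarboxylase) did not pass the test, with a log2 fold change of 0.77 (standard error 0.38, adjusted p = 0.187). All groups with at least 2 libraries entered a single fit, and with only Trf5 and Air1 in the fit 0 transcripts were higher and 2 lower. Without Air1 replicate 1 the counts were 5 and 159, without Trf5 replicate 1 they were 523 and 1138, and without Trf5 replicate 2 they were 407 and 570.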

Notably, targets for Mtr4∆arch were substantially less well correlated with all other TRAMP components than intact Mtr4 (Fig. 2c). This might not have been anticipated, since the arch domain was implicated in targeting Mtr4 to degrade specific pre-rRNA spacer regions that are independent of TRAMP^15,16^. 

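Mtr4∆arch correlated with Air1 at a mean r of 0.326 ± 0.0355 (SD of 4 pairs of libraries), with Trf5 at 0.395 ± 0.144 (SD of 4 pairs) and with Trf4 at 0.323 ± 0.0378 (SD of 2 pairs). Intact Mtr4 gave higher values with Air1, 0.598 in air1∆, 0.571 in air2∆, 0.580 in trf5∆ and 0.458 in trf4∆. With Trf4 the values of intact Mtr4 were 0.632 in air1∆, 0.589 in air2∆, 0.62 in trf5∆ and 0.387 in trf4∆. With Trf5 they were 0.452 in air1∆, 0.423 in air2∆ and 0.433 in trf5∆, within the spread of Mtr4∆arch with Trf5, and 0.285 in trf4∆. The Mtr4∆arch replicates correlated at 0.981. On log2 values the correlation of Mtr4∆arch with Air1 was 0.537, against 0.627 to 0.661 for intact Mtr4 in the 4 deletion strains, and with Trf4 0.569, against 0.793 to 0.817.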

Higher correlations between different TRAMP components were observed for oligo(A) RNAs than considering all reads (Fig. 2c and Supplementary Fig. 2), confirming that filtering for adenylated species more reliably identifies bona fide surveillance targets.

### Trf5–Air1 recruits Mtr4 to the A2–A3 region of the pre-rRNA

Mtr4 and the exosome are required for degradation of the excised 5′ ETS and the ITS2 region present in the 7S pre-rRNA. These are “default” activities, in that they are required during maturation of all pre-rRNAs, and neither is known to involve the TRAMP complexes. In both cases, Mtr4 is directly recruited to the pre-ribosome by binding to AIM-containing proteins, Utp18 and Nop53, respectively^16^. In contrast, the 23S RNA, an aberrant intermediate that extends from the transcription start to site A3 in ITS1, is also a characterized Mtr4 and exosome substrate, but is an subject to RNA oligoadenylation and surveillance^27^. To assess the roles of other TRAMP components in Mtr4 recruitment, we tested strains lacking Air1, Air2, Trf4, or Trf5. Notably, loss of the other TRAMP components did not affect Mtr4 abundance (Supplementary Fig. 1D).

Analysis of protein binding in ITS1 (Fig. 3 and Supplementary Fig. 3) using oligo(A) reads (Fig. 3) showed high binding of Air1, Trf5, and Mtr4 at positions 5′ to site A3 (the 3′ end of 23S) relatively to total reads (Supplementary Fig. 3A, D, E), whereas little association was seen for Air2 or Trf4 (Fig. 3b, c and Supplementary Fig. 3B, C). 

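The region between sites A2 and A3 of ITS1 was taken with 10 nt on each side (92 nt of RDN37-1, chromosome XII from 455639 to 455730, minus strand). Hits are the read coverage summed over this region, with reads scaled to RPM of all aligned reads. Air1 gave 145814 ± 1309 hits (SD, n = 2) and Trf5 160406 ± 130335 hits (SD, n = 2), with 252567 in replicate 1 and 68246 in replicate 2. Trf4 gave 12333 hits (95% Poisson interval of its reads 11398 to 13324). Both Trf5 libraries lay above Trf4, and the mean of Trf5 was 13.0 times that of Trf4. This ratio was 5.53 without Trf5 replicate 1 and 20.5 without Trf5 replicate 2. The paper lists Trf4 libraries of 31536 and 12257 hits, in a block taken here as all reads. The ratio thus rests on a Trf4 value near the lower of these. Trf5 and Air1 did not differ beyond the spread of Trf5, with a ratio of 1.10 that was 0.468 without Trf5 replicate 1 and 1.73 without Trf5 replicate 2. Mean depth per nucleotide in this region was 1585 ± 14.2 RPM (SD, n = 2) for Air1 and 134 for Trf4. In the 5′ ETS, in contrast, Trf4 reached 1547 against 1281 ± 590 (SD, n = 2) for Trf5.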

Mtr4 binding across ITS1 was also tested in strains deleted for TRAMP component (Fig. 3f–i and Supplementary Fig. 3F–I). 

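Mtr4 carried its tag in strains that each lack 1 TRAMP subunit, grown and cross-linked as above. Mtr4 in air1∆ had 2 libraries of 2705900 and 1394299 aligned reads (median length 26 and 30 nt), and Mtr4 in air2∆ had 2 libraries of 1875884 and 1177087 reads (28 and 32 nt). Mtr4 in trf5∆ had 2 libraries of 1261543 and 1571678 reads (33 and 31 nt). The trf4∆ strain was measured in 1 library of 1480662 reads (28 nt). All are reads of any kind, with or without an oligo(A) tail. In the 5′ ETS, outside the A2–A3 region, mean depth was 4829 RPM in trf4∆ and 5811 ± 1169 (SD, n = 2) in trf5∆.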

Loss of Trf5 or Air1 strongly reduced Mtr4 association (~5.8- and ~3.7-fold, respectively) (Fig. 3f, i, m). The effects of *air1∆* were more modest, probably due to its replacement by Air2 (see Fig. 1c). Strains lacking Air2 also showed a reduction in Mtr4 association with ITS1 (~3.2-fold decrease), while loss of Trf4 had a milder effect on Mtr4 binding at this site (~2.0-fold).

**Fig. 3:**
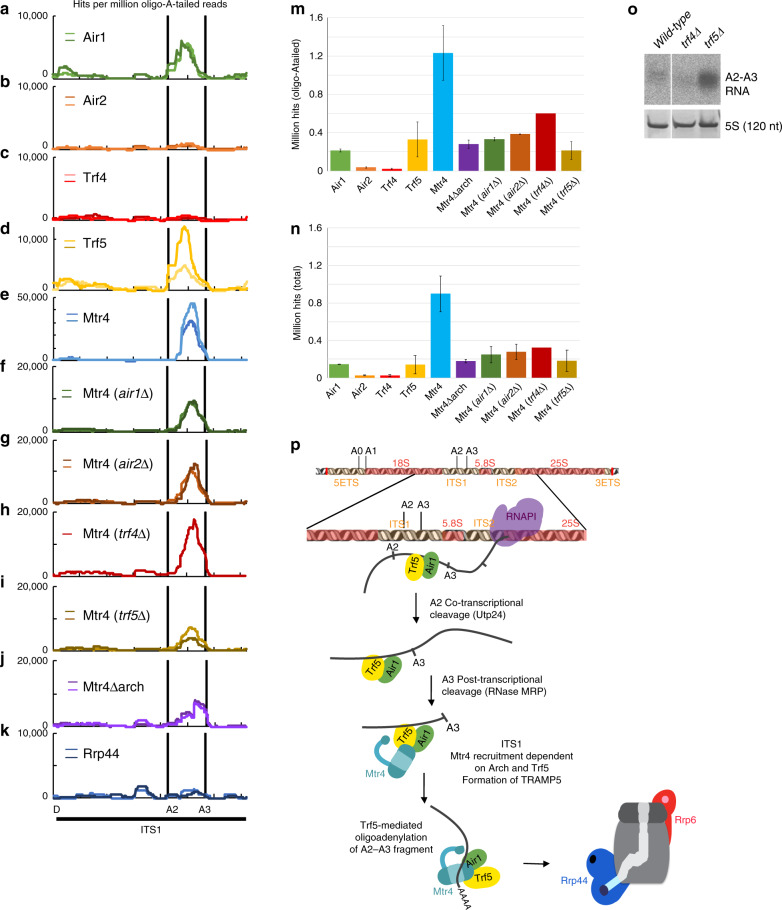
TRAMP interaction sites on the pre-rRNA ITS1 region. **a**–**k** Distribution of non-encoded oligo(A)-tailed reads, normalized to millions of total mapped reads, across the ITS1 region of the pre-rRNA. The graph shows the distribution of reads recovered with the indicated TRAMP components (**a**–**e**), Mtr4 in strains lacking the indicated TRAMP components (**f**–**I**), Mtr4 lacking the arch domain (**j**), and Rrp44 (**k**). Scale is linear. A diagram of the pre-rRNA region is also shown. Two independent replicates are shown in panels as light and dark colored lines. **m**, **n** Hits per millions oligo(A)-tailed reads (**m**) and total reads (**n**) encompassing the A2–A3 region of ITS1 extended by 10 nt from each side were summed and are exhibited as a bar diagram. Two individual replicates were averaged, with standard deviation shown as error bars (except for Mtr4 (*trf4∆*) for which only one experiment was performed). **o** Northern blot analysis with probe for the A2–A3 fragment (probe for 5S rRNA was used as a loading control). **p** Model for surveillance within ITS1. Trf5 and Air1 are recruited co-transcriptionally to the A2–A3 region. Following A2 cleavage, ribosome synthesis factors are released, freeing site A3. Mtr4 is recruited, probably via protein–protein interactions involving Trf5 and an Mtr4 arch interaction. Following A3 cleavage, Trf5 oligo-adenylates the free 3′ end prior to degradation by the exosome.

These observations probably reflect both alterations in the balance of the remaining TRAMP complexes, when one component is absent, and the significant redundancy between Air1/Air2 and Trf4/Trf5 proteins. In the absence of Air2, increased levels of free Trf4 are expected to compete with Trf5 for Air1 binding, leading to increased formation of TRAMP4-1 and correspondingly reduced TRAMP5-1. This will partially mimic effects of *air1∆*, consistent with ITS1 binding specificity arising from Trf5.

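Air1 and Air2 are paralogs with zinc-knuckle motifs, and each was measured in cells without the other. Air1 in air2∆ had 2 libraries of 195610 and 101197 aligned reads, both with a median length of 28 nt. Air2 in air1∆ had 2 libraries of 149614 and 228128 reads, with medians of 30 and 29 nt. These are among the smallest libraries, so single mRNAs rest on few reads. The pre-rRNA spacers took 14.4% ± 1.35 (SD, n = 2) of the Air1 reads in air2∆ and 3.90% ± 0.0732 (SD, n = 2) of the Air2 reads in air1∆, a ratio of 3.69.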

To directly assess redundancy of the Air proteins and the altered balance of TRAMP complexes in strains deleted for TRAMP components, we performed CRAC on Air1 in an *air2∆* strain, and on Air2 in *air1*∆ (Supplementary Fig. 4). In the *air2∆* background, Air1 was less recovered (~2.5-fold decrease) across ITS1 relative to the *AIR2* strain (Supplementary Fig. 4A, C, E, G, I, J). 

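Air1 in air2∆ gave 59850 ± 12401 hits (SD, n = 2) between sites A2 and A3, with 51081 and 68619 in the 2 libraries. Both Air1 libraries from AIR2 cells lay higher, at 144888 and 146740. The mean was 2.44 times higher in AIR2 cells. Scaled to the reads outside mature rRNA, the air2∆ value was 0.499 of the AIR2 value, against 0.410 scaled to all aligned reads.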

We conclude that the absence of Air2 leads to its partial replacement by Air1, with increased TRAMP4-1 formation and correspondingly less TRAMP5-1 than in WT. This depletes binding across transcripts specifically targeted by Trf5. In contrast, binding of Air2 across ITS1 was minimally affected by loss of Air1 (Supplementary Fig. 4B, D, F, H–J), probably indicating that a Trf5–Mtr4–Air2 complex is not efficiently recruited to Trf5-specific targets. Similarly, in the absence of Trf4, TRAMP5-1 is expected to partially occupy previous TRAMP4-1 and 4-2 binding sites, reducing recovery at sites specifically occupied by Trf5 in the WT background.

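Air2 in air1∆ gave 25069 ± 1036 hits (SD, n = 2) in the A2–A3 region, with 24336 and 25801 in the libraries. For Air2 in AIR1 cells, not analysed here, the paper reports a mean of 26223 with an SD of 4007, taken here as the value for all reads although its source data label that block as the panel of oligo(A) reads. Air1 in air2∆ had 2.39 times the hits of Air2 in air1∆, and these libraries did not overlap.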

Deletion of the arch domain from Mtr4 (Fig. 3j, m) also strongly reduced its association upstream of site A3. 

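With all reads, Mtr4 in air1∆ gave 248504 ± 87670 hits (SD, n = 2) between sites A2 and A3, and Mtr4 in air2∆ gave 281480 ± 83711 (SD, n = 2). In trf4∆ the value was 322791 (95% Poisson interval 318082 to 327552). In trf5∆ it was 184141 ± 117196 (SD, n = 2), from 101270 in replicate 1 and 267011 in replicate 2. The libraries were 186512 and 310496 in air1∆ and 222288 and 340672 in air2∆. The trf5∆ mean was 0.695 of the mean over air1∆ and air2∆. The longest reads were 88 nt in every replicate 1 of these strains and 60 to 62 nt in every replicate 2, and within each of these sets the trf5∆ library was the lowest. Leaving out trf5∆ replicate 2 or 1 gave 0.382 and 1.0 of that mean, which sets a single read length against both. Mtr4∆arch gave 178485 ± 17372 (SD, n = 2), a ratio of 0.674 to air1∆ and air2∆. Its libraries, at 166202 and 190769, overlapped those of air1∆ and air2∆. Summed coverage grows with read length, and Mtr4∆arch had the shorter reads, with a median of 24 nt. By the number of reads overlapping the region, the ratio was 0.838. The paper's reported value for Mtr4 in wild-type cells, which were not analysed here, is 897920 with an SD of 189314, taken here as the value for all reads although its source data label that block as the panel of oligo(A) reads. From oligo(A) and total reads, the paper concludes that Mtr4 is recruited less to this region when Trf5 is absent.

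**Figure D1:**
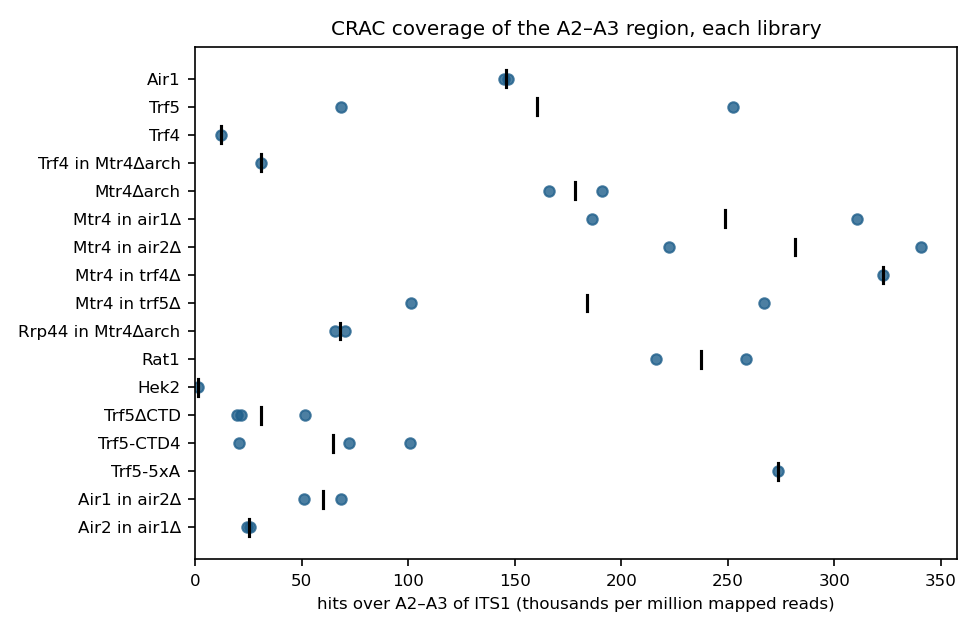
Read coverage summed over the A2–A3 region in units of 1000 hits (horizontal axis), for every CRAC library by protein and strain (vertical axis). Points are libraries and bars their means. Trf4, at 12333 hits, and Hek2, at 1476 hits, have the lowest values.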

Similar profiles were observed for total, unfiltered reads (Fig. 3n and Supplementary Fig. 3E, J), confirming that the loss of Mtr4 binding in *trf5∆* was due to a recruitment defect and not to reduced oligoadenylation. 

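Rrp44 was measured in the Mtr4∆arch strain, where it gave 67777 ± 3308 hits (SD, n = 2) between sites A2 and A3. This is 0.380 of the value of Mtr4∆arch itself, a difference larger than the spread between replicates. Rrp44 in this strain had 24.2% ± 3.62 (SD, n = 2) of its reads in the pre-rRNA spacers as a whole. Rrp44 with intact Mtr4 and Rrp6 were not analysed here.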

Neither Rrp44 nor Rrp6 showed clear binding across the A2–A3 region. We re-analyzed published data for exonuclease-deficient Rrp44 (Rrp44 exo), which is stabilized in binding to many exosome substrates, but this also did not show clearly elevated binding to A2–A3. Northern blot analysis showed strong accumulation of cleaved A2–A3 fragment in *trf5∆* compared to WT, confirming the role of Trf5 in degradation of this RNA (Fig. 3o). No comparable effect was observed for *trf4∆*.

We conclude that recruitment of Mtr4 to the A3-cleaved pre-rRNA requires both Trf5 and the arch domain (see Fig. 3p for a cartoon). The finding that the loss of Mtr4 was modest in the absence of Air1 indicated that this is largely redundant with Air2. This was unexpected, since it had long been envisaged that RNA-binding specificity would largely be determined by Air1 and Air2, which are Zn-knuckle RNA-binding proteins^4,5,26,40^.

In an attempt to identify regions of Trf4 or Trf5 responsible for target specificity, we generated Trf5 constructs with non-conserved domains deleted or exchanged with Trf4. Unfortunately, neither deletion nor exchange of the N-terminal domain resulted in stable protein accumulation. 

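The Trf5 constructs with an altered C-terminal region were measured by CRAC. Trf5∆CTD had 3 libraries of 685226, 200311 and 628155 aligned reads, each with a median length of 36 nt. Trf5-CTD4 had 3 libraries of 234967, 349198 and 252309 reads. Trf5-5xA had 1 library of 222106 reads. The authors removed low-complexity reads from these libraries before alignment. Intact Trf5 is represented by the HTP-tagged and the FPH-tagged library described above. The constructs are all FPH-tagged and expressed from a plasmid in trf5∆ cells, so only Trf5 replicate 2 matches them in tag and expression.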

Stable fusion constructs were expressed in which the C-terminal domain was deleted (Trf5∆CTD) or replaced by Trf4 C-terminal domain (Trf5-CTD4), or in which a 5-aa, AIM-like sequence was replaced by 5 Ala (Trf5-5xA). In CRAC analyses, these constructs all showed inefficient cross-linking, resulting in poor signal-to-noise ratios and variable results (Supplementary Fig. 6C–G and Fig. 8). However, the Trf5 C-terminal domain appeared to be important for recruitment of Trf5 to pre-rRNA (Supplementary Fig. 6C), particularly across the A2–A3 region of ITS1 (Supplementary Fig. 6E, F), whereas the AIM-like domain appeared dispensable for recruitment (Supplementary Fig. 6G).

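Replicates of Trf5∆CTD correlated across RNAPII transcripts at a mean r of 0.745, from 0.579 to 0.880 over their pairs. Trf5-CTD4 replicates correlated at 0.657, from 0.551 to 0.781. The value for the intact Trf5 libraries, whose tags differ, lies within the Trf5-CTD4 range and below the Trf5∆CTD range. The mRNA share was 31.4% for Trf5∆CTD (n = 3), 33.0% for Trf5-CTD4 (n = 3) and 24.3% for the single Trf5-5xA library.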

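Trf5∆CTD gave 31049 ± 17955 hits (SD, n = 3) between sites A2 and A3, with 19868, 51760 and 21519 in its libraries. All 3 lay below both libraries of intact Trf5. The mean was 0.194 of that of intact Trf5 over both tags. It was 0.455 against the tag-matched Trf5 replicate 2 alone and 0.123 against the HTP-tagged Trf5 replicate 1 alone. Trf5-CTD4 gave 64538 ± 40508 (SD, n = 3), and its highest library, at 100633, lay above the lower library of intact Trf5. The 5 alanines of Trf5-5xA left 273617 hits (95% Poisson interval 261557 to 286090), 1.71 times the mean of intact Trf5. That ratio was 4.01 against the tag-matched Trf5 replicate 2 alone and 1.08 against Trf5 replicate 1 alone. From these profiles, the paper proposes that the C-terminal domain of Trf5 takes part in its recruitment to pre-rRNA.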

### Trf4 and Trf5 are enriched on different regions of pre-mRNAs

The distribution of TRAMP components on protein-coding genes was initially assessed in metagene analyses of mRNAs aligned by the transcription start sites (TSS) or pA sites (Fig. 4a–m; all protein-coding genes >500 nt in length were included in metagene plots).

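For mRNAs with a coding sequence longer than 500 nt, 2 shares of the reads on mRNAs were computed for each library. The first counts reads that start between 50 nt before the start codon and 100 nt after it, which stands in for the TSS-proximal region. The second counts reads that overlap the 100 nt after the stop codon, which stands in for the region before the pA site. Mapped TSS and pA sites were not used here, so mRNAs with long untranslated regions fall partly outside both windows. Reads were pooled over all mRNAs, so highly bound mRNAs weigh more. Trf5 had 13.4% ± 2.45 (SD, n = 2) of its mRNA reads near the start codon and Air1 17.5% ± 3.58 (SD, n = 2), with overlapping libraries.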

**Fig. 4:**
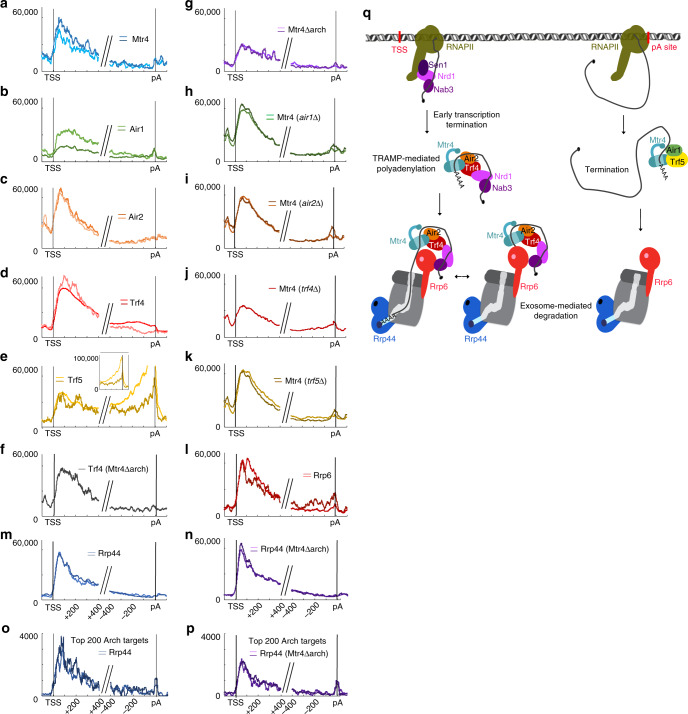
Metagene analyses of TRAMP components across protein-coding genes. Binding by RNA surveillance and degradation factors is strongly enriched close to the TSS on protein-coding genes. **a**–**n** Distribution of individual components indicated, across all mRNAs longer than 500 nt. Each panel shows the hit density, normalized to millions reads mapped to mRNAs. The two lines in each panel represent results from independent CRAC experiments. Reads were aligned with transcription start sites (TSS) and polyadenylation sites (pA). **o**–**p** Distribution of Rrp44 in strains expressing Mtr4 or Mtr4∆arch across the 200 mRNAs showing the greatest dependence on the arch for Mtr4 recruitment. Each panel shows the hit density, normalized to millions of reads mapped to mRNA, for all genes longer than 500 nt. The two lines in each panel represent results from independent CRAC experiments. Reads were aligned with transcription start sites (TSS) and polyadenylation sites (pA). **q** Model representing proposed recruitment pathways. Close to the TSS, Nrd1–Nab3–Sen1-mediated early transcription generate TSS-proximal ncRNAs and recruits TRAMP4-2 through Trf4 and interactions involving the arch domain. Following Trf4-mediated oligoadenylation, RNAs are targeted to both Rrp44 and Rrp6 nucleases activity of the exosome. A distinct surveillance mechanism occurs at some pA sites involving specifically TRAMP5-1 and Rrp6, which can also be directly recruited by Nab3^63^.

Strong, promoter-proximal enrichment of the exosome has previously been reported^41,42^, reflecting degradation of ncRNAs generated by early RNAPII termination (shown for the exosome catalytic subunits Rrp6 and Rrp44 in Fig. 4f, l). 

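Trf4 had 23.5% of its mRNA reads near the start codon (235171 RPM of mRNA reads, 95% interval 233953 to 236393), above both libraries of Trf5 and of Air1. Relative to Trf4, the TSS-proximal share was 0.569 for Trf5 and 0.744 for Air1. Intact Mtr4 had 32.2% ± 1.41 (SD, n = 2) in air1∆ and 29.2% ± 2.05 (SD, n = 2) in air2∆. Rrp44 in the Mtr4∆arch strain had 22.9% ± 0.887 (SD, n = 2).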

Similar 5′ enrichment was seen for Mtr4 (Fig. 4a), Air2 (Fig. 4c), and Trf4 (Fig. 4d), as well as the exosome-associated nucleases Rrp6 and Rrp44 (Fig. 4l–n). In marked contrast, pA site-proximal peaks were seen for Trf5, Rrp6, and to a lesser extent for Air1, but not for Trf4, Air2, or Rrp44. In addition, a modest pA-proximal peak was seen for Mtr4.

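Trf5 had 19.0% ± 6.78 (SD, n = 2) of its mRNA reads within 100 nt after the stop codon, with 14.2% and 23.8% in its libraries. Air1 had 15.4% ± 8.85 (SD, n = 2), from 9.18% to 21.7%. Trf4 had 4.92% (49156 RPM of mRNA reads, 95% interval 48538 to 49782), below every Trf5 and Air1 library. The pA-proximal share was 3.87 times that of Trf4 for Trf5, and 3.14 times for Air1. The value for Air1 was 2.01 both averaged over genes and with the window doubled, and 2.11 without the most bound 1% of mRNAs, and those for Trf5 were 3.36, 2.75 and 3.43. Leaving out 1 library at a time, the ratio of Air1 to Trf4 was 1.87 without Air1 replicate 2 and 4.42 without Air1 replicate 1. Rrp44 in the Mtr4∆arch strain had 1.32% ± 0.172 (SD, n = 2). From these peaks and the strains without Air1 or Air2, the paper proposes that Trf4 and Trf5 largely set where TRAMP binds.

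**Figure D2:**
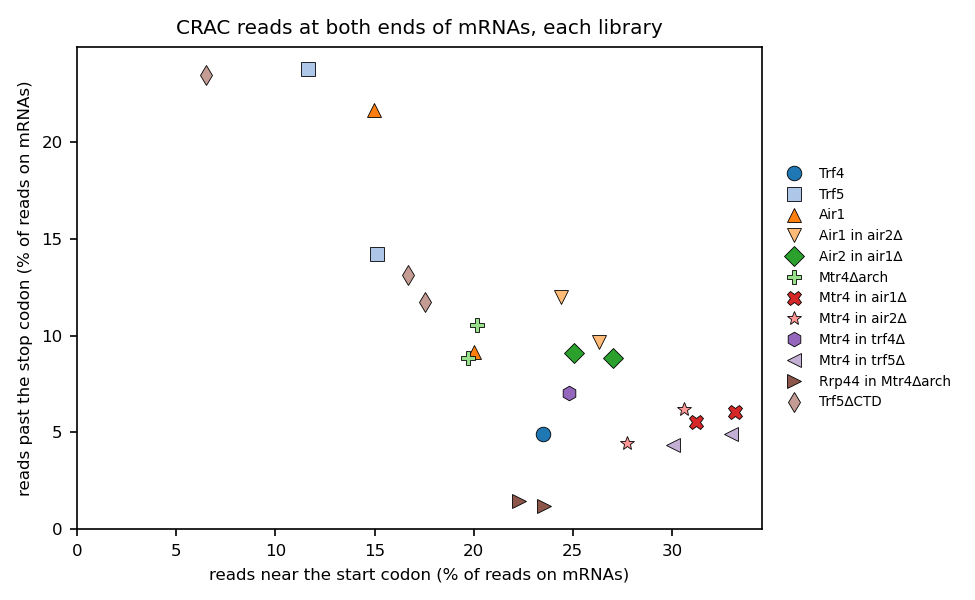
Share of mRNA reads near the start codon (horizontal axis, %) and past the stop codon (vertical axis, %) in each library, by protein and strain. Each point is 1 library. The Trf5 libraries lie at 14.2% and 23.8% on the vertical axis and Trf4 at 4.92%.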

Analysis of mRNA binding by Air1 in *air2∆* and Air2 in *air1*∆ strains (Supplementary Fig. 4K–N) revealed profiles that are much more similar than in the WT background. 

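Near the start codon Air1 in air2∆ had 25.4% ± 1.33 (SD, n = 2) of its mRNA reads and Air2 in air1∆ 26.0% ± 1.38 (SD, n = 2), and these libraries overlapped. Past the stop codon the shares were 10.8% ± 1.64 (SD, n = 2) and 8.97% ± 0.189 (SD, n = 2). Across RNAPII transcripts the mean r between these proteins was 0.768 ± 0.0102 (SD of 4 pairs of libraries), and 0.359 on log2 values. TDH3 had 5408 ± 516 RPM (SD, n = 2) for Air1 and 4900 ± 704 (SD, n = 2) for Air2. PDC1 had 5206 ± 626 (SD, n = 2) and 5060 ± 1527 (SD, n = 2). No transcript of 5248 differed at an adjusted p under 0.05 (limma-voom), 235 had an unadjusted p under 0.05, and limma-trend also called 0. With only these groups in the fit, 4 were higher for Air1. These libraries held only 16110 to 56788 reads on RNAPII transcripts, and the power of the fit at this depth was not measured.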

In the absence of Air2, recovery of Air1 was elevated on mRNAs, particularly in the TSS-proximal region where Air2 is normally bound. 

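The mRNA share of Air1 was 13.2% ± 0.762 (SD, n = 2) in air2∆ and 14.4% ± 0.706 (SD, n = 2) in AIR2 cells, a ratio of 0.920, which turned to 1.11 among reads outside mature rRNA and tRNA. The TSS-proximal share of Air1 was 1.45 times higher in air2∆, and both libraries lay above both AIR2 libraries. No transcript of 5248 changed at an adjusted p under 0.05 (limma-voom), 392 had an unadjusted p under 0.05, and limma-trend called 0. Without Air1 replicate 1 or without Air1 replicate 2, 1 transcript was lower in air2∆. TDH3 did not pass the test, with a fitted log2 fold change of 0.01 (standard error 0.69, adjusted p = 0.999), and mean values of 3183 RPM for Air1 and 5408 RPM for Air1 in air2∆.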

In the absence of Air1, recovery of Air2 was elevated at the pA site, where a peak of Air1 is otherwise observed. These observations strongly support the model that the specificity of binding by TRAMP complexes is largely conferred by Trf4 and Trf5.

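Past the stop codon Air2 in air1∆ had 8.97% of its mRNA reads, more than the 4.92% of Trf4. Air1 in air2∆ had 1.21 times this share of Air2. Relative to Air1 in AIR2 cells, the pA-proximal share of Air1 in air2∆ was 0.702, within the spread of the Air1 libraries. That ratio rose to 1.18 without Air1 replicate 2, fell to 0.499 without Air1 replicate 1, and was 1.5 when each mRNA was weighted equally. Air2 in AIR1 cells was not analysed here.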

All TRAMP components showed substantial numbers of hits within pre-mRNA introns (Supplementary Fig. 5), with TRAMP4-1 apparently most strongly targeting introns. Notably, the arch domain appears to be dispensable for Mtr4 recruitment to introns.

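The share of Mtr4 reads near the start codon was 19.9% ± 0.324 (SD, n = 2) without the arch, 0.650 of the mean over air1∆ and air2∆, and no library overlapped. In trf4∆ it was 24.8% (247912 RPM of mRNA reads, 95% interval 245341 to 250500), below every library of air1∆, air2∆ and trf5∆ and 0.801 of their mean. In trf5∆ it was 31.5% ± 2.1 (SD, n = 2), 1.03 times the mean over air1∆ and air2∆. Past the stop codon Mtr4∆arch had 9.69% ± 1.22 (SD, n = 2), 1.74 times the mean over air1∆ and air2∆, and Mtr4 in trf5∆ had 4.63% ± 0.409 (SD, n = 2).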

The 5′ peak for Mtr4 was reduced by either deletion of the arch (Fig. 4g) or the absence of Trf4 (Fig. 4j), but was not clearly altered by loss of Trf5, Air1, or Air2. Recruitment of Trf4 to the TSS was not clearly affected by Mtr4∆arch (Fig. 4f and Supplementary Fig. 1E). These results are consistent with arch-dependent recruitment of Mtr4, with specificity dependent on Trf4. 

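Trf4 had 28.2% of its mRNA reads near the start codon in the Mtr4∆arch strain (282221 RPM of mRNA reads, 95% interval 278472 to 286000), 1.20 times its share with intact Mtr4. Its share past the stop codon was 3.50% (34961 RPM of mRNA reads, 95% interval 33457 to 36530), 0.711 of that with intact Mtr4. Each strain has 1 Trf4 library, so the spread between cultures is not known.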

Surprisingly, recruitment of Rrp44 was unaffected in Mtr4∆arch (Fig. 4m, n). The same analysis was performed considering only the mRNAs for which Mtr4 binding was most dependent on the arch domain; that is, the 200 mRNAs that showed the greatest reduction in recovery with Mtr4∆arch compared to Mtr4 (Fig. 4o, p). On these mRNA, the TSS-proximal peak of Rrp44 was substantially decreased, indicating that the Mtr4 arch domain plays a role in TSS-proximal recruitment of the exosome on specific targets (see model in Fig. 4q).

### Distribution of TRAMP components on individual mRNAs

The metagene plots indicated differential recruitment of Trf4 and Trf5, so we next assessed whether this reflected preferential association with different mRNA subsets. The top 1000 mRNAs in the CRAC datasets for each TRAMP component were combined (2005 mRNAs in total). 

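Each mRNA, from 50 nt before the start codon to 100 nt after the stop codon, was divided into 5 equal bins from 5′ to 3′, and the share of its reads with their midpoint in each bin was averaged over the mRNAs of a cluster. Only mRNAs with at least 10 reads in a library entered its average. Membership of clusters 1, 2 and 3 was taken from Supplementary Data 5, and the remaining clusters were not used here.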

All mRNAs were divided into five bins of equal length and the distribution of each factor was determined for every bin. These data were used to cluster genes with related patterns of factor distribution (Fig. 5a and Supplementary Fig. 7, Supplementary Data 5). This analysis identified groups of mRNAs with distinctly different TRAMP occupancy.

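Of the mRNAs listed, 266 of 282 in cluster 1, 178 of 186 in cluster 2 and 569 of 591 in cluster 3 were matched to the annotation by name. Median RPM of the mRNAs in cluster 1 were 351 for Trf5, 231 for Air1 and 252 for Trf4. In cluster 2 they were 170 for Trf5, 208 for Air1 and 145 for Trf4, and in cluster 3 they were 156, 196 and 220 in that order. Over all mRNAs the medians were 64.5 for Trf5, 83.4 for Air1 and 121 for Trf4. The clusters were defined by the authors from CRAC libraries that include these, so their profiles are not independent evidence.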

**Fig. 5:**
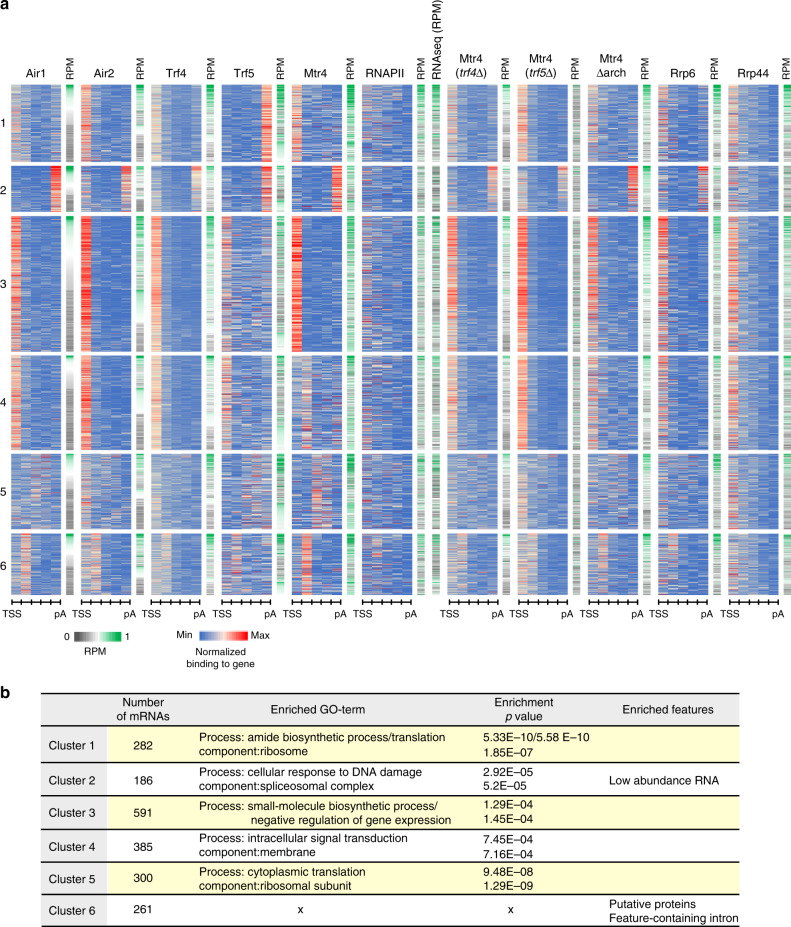
Heat maps for distribution of TRAMP components on each mRNA. **a** Heat map showing binding across individual mRNAs of different factors. The top 1000 protein-coding genes recovered in CRAC with each TRAMP component were selected and combined (2005 mRNAs in total). Each transcript was divided into five bins of equal length from TSS to pA site. Binding across each bin was calculated as a fraction of total binding across individual gene (set to 1). The number of reads was averaged between two biological replicates. Only the coverage of Air1, Air2, Trf4, Trf5, and Mtr4 along each transcript was used for Euclidean distance-based clustering. Other datasets shown were not included in the clustering analysis but are sorted according to the clustered list. The data are displayed as heat maps. The RPM for each transcript recovered by each protein was calculated and represented as independent heat maps. See Supplementary Data 5 for cluster composition. **b** Enriched GO terms^43^ and features for clusters of mRNA defined in **a**.

The largest group of mRNAs was cluster 3 (Fig. 5a and Supplementary Fig. 7C, I), which showed high TSS-proximal occupancy of Trf4, Air2, and Mtr4, with somewhat lower binding for Air1 and Trf5. This is consistent with the metagene profiles in Fig. 4. In contrast, cluster 2 showed high poly(A) proximal occupancy of Trf5, Air1, and Mtr4, with lower total binding of Air2 and Trf4 (Fig. 5a and Supplementary Fig. 7B, H). These features are also seen in metagene plots (Fig. 4). 

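In cluster 3 bin 1 of the mRNA held 52.4% of the Trf4 reads. It held 67.0% of the reads of Mtr4 in air1∆, 62.6% in air2∆, 65.6% in trf5∆ and 55.6% in trf4∆. The share was 61.7% for Air2 in air1∆. Air1 had 53.7% ± 3.99 (SD, n = 2) and Trf5 37.1% ± 9.36 (SD, n = 2) of their reads there, and Mtr4∆arch had 50.5%.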

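In cluster 2 bin 5 of the mRNA held 59.7% ± 6.28 (SD, n = 2) of the Air1 reads and 53.5% ± 8.67 (SD, n = 2) of the Trf5 reads. Trf4 had 22.7% there, below every library of Air1 and Trf5. Mtr4∆arch had 54.3% ± 1.09 (SD, n = 2), and intact Mtr4 had 38.3% in air1∆, 37.3% in air2∆, 40.7% in trf4∆ and 33.5% in trf5∆. Air1 in air2∆ reached 68.4%.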

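In cluster 1 bin 5 of the mRNA held 52.3% ± 1.34 (SD, n = 2) of the Trf5 reads, and bin 1 held 15.6%. Air1 had 17.7% ± 8.40 (SD, n = 2) of its reads in bin 5 and 36.4% in bin 1. Trf4 had 14.7% in bin 5 and 40.1% in bin 1, and Mtr4∆arch 14.8% and 38.5%. Intact Mtr4 had at most 18.8% in bin 5 in any deletion strain. Rrp44 in the Mtr4∆arch strain had 6.43%. The paper proposes that these mRNAs are bound through 2 pathways, one with Trf4 near the TSS and a larger one with Trf5 at the 3′ end.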

Other clusters showed distinct features: in cluster 1 (Fig. 5a and Supplementary Fig. 7A, G), Trf5 showed substantial 3′ occupancy, along with a mild enrichment for Air1 (Supplementary Fig. 8). Cluster 1 mRNAs are very likely targeted by two distinct pathways: a minor one in which TRAMP4-1 plus TRAMP4-2 bind proximal to the TSS and the major pathway in which Trf5 targets the 3′ end, probably partly with Air1. In consequence, Air1 hits within the mRNA are split between TSS and the pA site. Since the data are normalized across each mRNAs, this results in a reduced 3′ peak for Air1 relative to Trf5 (Supplementary Fig. 8). Rrp6 and Rrp44 are not clearly 3′ enriched on these mRNAs, suggesting that their interaction with Trf5 may not be linked to surveillance. In cluster 4, Trf4, Trf5, Air1, Air2, Rrp6, and Rrp44 all show moderate TSS-proximal binding, but Mtr4 is largely absent. Surprisingly, TSS-proximal binding was relatively increased for Mtr4 in *trf4∆* or *trf5∆* strains and for Mtr4∆arch (Fig. 5a and Supplementary Fig. 7D). However, total association for Mtr4 was reduced in the absence of Trf4 (Supplementary Fig. 7J).

The identified clusters in the heat map were analyzed for GO term enrichment of the protein products, as an indication of functional classes^43^ (Fig. 5b). Each cluster showed highly significant enrichment for mRNAs encoding specific, functional subsets of proteins. This provides strong evidence that the TRAMP-binding patterns observed have functional consequences for the regulation of protein production.

### Correlations in pre-mRNA-binding sites

Trf4 and Trf5 appear to recruit Mtr4 to at least some nuclear pre-mRNA sites, but the origin of their binding specificity was unclear. As an initial attempt to address this, we compared the distribution of TRAMP components to other nuclear RNA-binding proteins that have been similarly mapped using CRAC (Fig. 6 and Supplementary Fig. 2, Supplementary Data 4 and 6). For this we compared both the total relative recovery over each RNA species or the extent of binding at closely positioned RNA sites (closer than 50 nt) (designated as “co-targeting of RNAs” and “co-localization of sites,” respectively, in Fig. 6a and Supplementary Fig. 2). These analyses were performed either genome wide across all annotated genes (Supplementary Fig. 2, Supplementary Data 4) or over all annotated RNAPII transcribed genes (Fig. 6a and Supplementary Data 6).

**Fig. 6:**
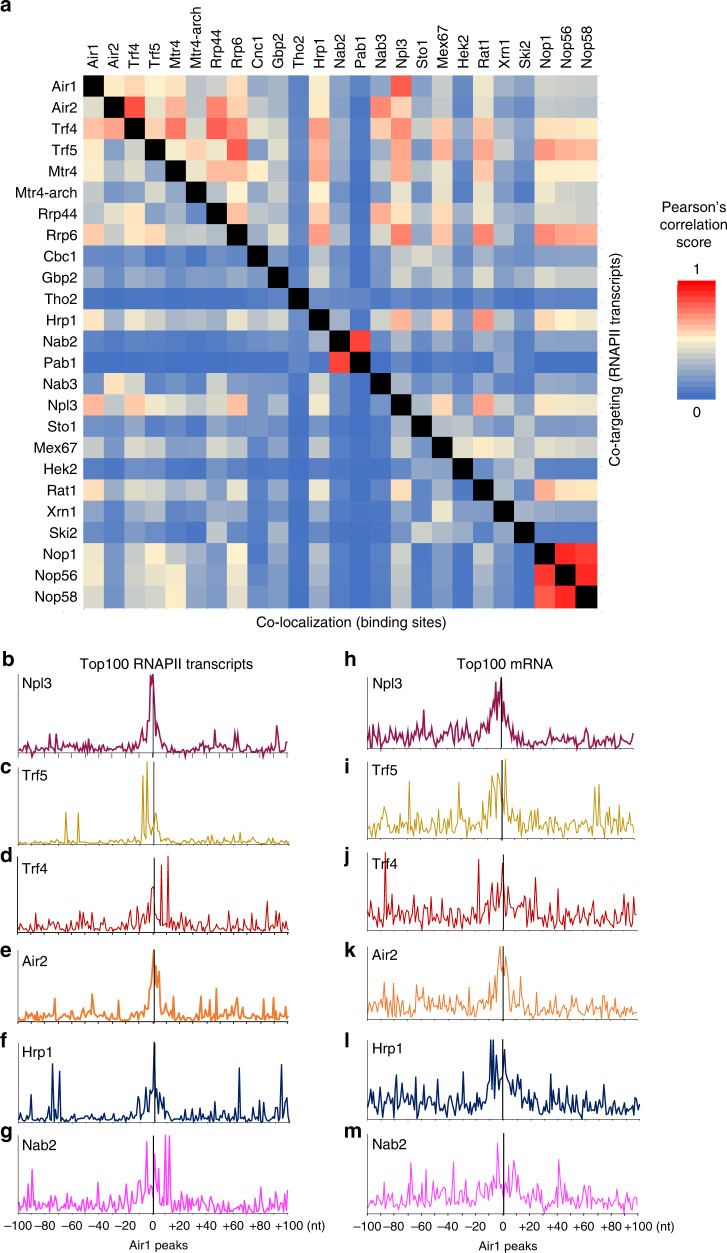
Correlations between protein interaction sites on RNAPII transcripts. **a** Correlation matrix displayed as a heat map, showing correlations between binding sites recovered with different factors across RNA polymerase II transcripts. Note: Above the diagonal, the matrix shows the extent to which the factors target the same RNA species as “co-targeting of RNAs.” Below the diagonal, the matrix shows the extent to which the factors bind closely positioned RNA sites (≥50 nt) as “co-localization of sites.” **b**–**m** Binding of the indicated proteins relative to Air1. CRAC peaks for Air1 across the genome were selected and used as a reference to align peaks for other proteins. Data are shown for the combined top 100 RNAPII transcripts bound by Npl3 and Air1 (**b**–**g**, 127 genes in total) or top 100 mRNAs (**h**–**m**, 147 genes in total). Two independent replicates were combined in each panel.

Some expected results were obtained; the nuclear poly(A) binding factors Pab1 and Nab2 were closely correlated and distinct from most other factors. However, Nab2, which has been implicated in RNA surveillance^41^, showed closer correlation with other surveillance factors (Fig. 6a). Similarly, the snoRNP proteins Nop1, Nop56, and Nop58 were closely correlated over RNAPII transcripts (Fig. 6a) or all genes (Supplementary Fig. 2). Ribosome synthesis factors (Utp proteins) were closely correlated on all genes, and showed correlations with surveillance factors, reflecting their interactions on pre-rRNAs.

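Between libraries, Trf5 correlated with Trf4 at a mean r of 0.630 across RNAPII transcripts, with 0.588 and 0.671 for its replicates. The mean lies above all 4 values of Trf5 with Air1, and the lower replicate just below the highest of them. In windows of 50 nt the mean r of Trf5 with Trf4 was 0.368 and with Air1 0.328. With Air2, measured in air1∆, Trf4 correlated at 0.855 and Trf5 at 0.578. Low-complexity reads were not filtered out here, as they were for the paper's correlations.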

For TRAMP components, Trf5 was better correlated with Air1 than with Trf4 or Air2, while Trf4 and Air2 were most highly correlated, consistent with the analyses of individual genes. The TRAMP components were also correlated with the exosome, as expected, although it was notable that Rrp6 was more correlated with Trf5, while Rrp44 correlated better with Trf4. Nab3 showed higher correlation with Air2 and Trf4 than Air1 and Trf5, consistent with Trf4 being recruited by Nrd1–Nab3 on some targets, including TSS-proximal ncRNA transcripts.

Hrp1, which was implicated in RNA surveillance^41^, also showed correlations with TRAMP factors. A number of other proteins, showed notably close correlations, including the pre-mRNA-binding protein Npl3 with Air1. It may be relevant that Air1 was initially identified through an interaction with Npl3^9^. To follow-up this observation, Air1 CRAC peaks across the genome were selected using a peak-calling algorithm and used as a reference point to align reads from pre-mRNA-binding proteins and TRAMP components (Fig. 6b–m and Supplementary Fig. 10). Binding sites were compared across the top 100 bound RNAPII transcripts, which includes the abundant snoRNA species (Fig. 6b–g), or considering only mRNAs (Fig. 6h–m). Close co-localization was seen for Air1 and Air2 (Fig. 6e, k), supporting the conclusion that they are functionally redundant on many substrates. Consistent with the data in Fig. 6a, the peak of Air1 binding sites closely correlated with a peak of Npl3 binding over the top RNAPII transcripts (Fig. 6b; these include many snoRNAs) or mRNAs (Fig. 6f). Co-localization with Air1 was also seen for the surveillance factor Hrp1 (Fig. 6f, l).

Similar analysis were performed on Trf5∆CTD, Trf5-CTD4, and Trf5-5xA (Supplementary Fig. 9). As for the pre-rRNA analyses (Supplementary Fig. 6), these constructs gave poor cross-linking on mRNAs. However, mutation or deletion of the CTD increased Trf5 association with the TSS region (Supplementary Fig. 9A). 

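Near the start codon Trf5∆CTD had 13.6% ± 6.16 (SD, n = 3) of its mRNA reads, with 16.7%, 6.48% and 17.6% in its libraries. Trf5-CTD4 had 13.3% ± 4.85 (SD, n = 3), from 8.38% to 18.1%, and the Trf5-5xA library 13.2%. Intact Trf5 had 15.1% in replicate 1 and 11.7% in the tag-matched replicate 2. The Trf5∆CTD library at 6.48% lay below these, and the others lay above both. The ratio of Trf5∆CTD to intact Trf5 was 1.0, and their libraries overlapped. This ratio was 1.28 at most and 0.865 at least when 1 library was left out. The paper's increase is from oligo(A) reads near the TSS, whereas these shares use all reads around the start codon. Past the stop codon Trf5∆CTD had 16.1% ± 6.41 (SD, n = 3), 0.848 of intact Trf5.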

Notably, deletion of the CTD apparently lead to more delocalized binding across almost all mRNAs (Supplementary Fig. 9C), presumably reflecting a loss of specificity.

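In cluster 1 Trf5∆CTD had 24.1% of its reads in bin 1 of the mRNA and 35.2% ± 14.3 (SD, n = 3) in bin 5, and Trf5-CTD4 had 22.4% and 35.6%. In cluster 2 bin 5 held 32.1% ± 10.5 (SD, n = 3) of the Trf5∆CTD reads. Of 5248 RNAPII transcripts, 243 had more reads with Trf5∆CTD than with intact Trf5 and 54 had fewer (limma-voom, adjusted p under 0.05). The median log2 fold change over all of them was 0.546, so the split into more and fewer depends on the scaling. Intact Trf5 holds both tags in this fit, so the tag is not separated from the lost domain. The removal of low-complexity reads, stated above for the construct libraries, is not separated from it either. LOG1 (YJL055W, chromosome X from 333357 to 334094) had 116 Trf5∆CTD reads and none with intact Trf5, at least 55.2-fold higher against a limit of 3 reads over both libraries. LGE1 (YPL055C), which acts in histone ubiquitylation, was at least 50.4-fold higher on the same limit. PEX34 (YCL056C), a peroxisomal protein, had a log2 fold change of -5.49 (standard error 1.08, adjusted p = 0.00493). The amino acid permease gene AGP3 (YFL055W) had a log2 fold change of -5.27 (standard error 0.97, adjusted p = 0.00493). ADH1 (YOL086C, alcohol dehydrogenase) was also lower, with a log2 fold change of -1.43 (standard error 0.37, adjusted p = 0.0222). TDH3, PDC1 and CCW12 did not pass the test. With only these groups in the fit 0 transcripts passed. The counts of higher and lower transcripts were 890 and 460 without Trf5 replicate 1, 689 and 610 without Trf5 replicate 2, 29 and 5 without Trf5∆CTD replicate 1, and 95 and 26 without Trf5∆CTD replicate 3. Without Trf5∆CTD replicate 2 they were 363 and 34. Across RNAPII transcripts Trf5∆CTD correlated with intact Trf5 at a mean r of 0.679.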

### Loss of Trf5 alters Mtr4 association and target mRNA abundance

Previous functional and structural analyses of TRAMP have largely focused on Trf4 and Air2^21–25^. However, the heat maps (Fig. 5) indicated that subsets of nuclear mRNAs show preferential enrichment for binding to Trf5 (clusters 1 and 2). We therefore determined whether Trf5 has a functional impact on Mtr4 recruitment and mRNA stability.

mRNAs were stratified by ranking in Trf5 association, based on reads per kilobase per million mapped reads (RPKMs) across the genome. 

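Poly(A)-selected RNA from 4 wild-type and 3 trf5∆ cultures, grown at 30 °C to an A600 of 0.5, was sequenced after 13 PCR cycles for 75 cycles. The authors removed low-quality and low-complexity reads, and a collapse of PCR duplicates is not described. The paper names STAR for the alignment, and the notes with the files name Novoalign. The wild-type libraries held 3728686, 4081009, 11414672 and 4348338 aligned reads and the trf5∆ libraries 9986930, 14384539 and 12933268. Of these, 3525169 to 10850931 fell on annotated genes in wild type and 9634823 to 13771216 in trf5∆. TRF5 (YNL299W, chromosome XIV from 66517 to 68445), the deleted gene, had 59, 69, 297 and 119 reads in the wild-type libraries and 0, 2 and 0 in trf5∆. Wild type had 477 times the share of TRF5 reads of trf5∆ (95% counting interval 131 to 3951). Reads were counted per gene on the coding strand, scaled by TMM and tested with limma-voom over 5625 of 6097 genes. PCR duplicates may remain, so the counting interval can be too narrow. The paper describes the replicates as independent. For Mtr4 CRAC, mRNAs were ranked by the mean RPKM of Trf5 and taken in bins of 200 up to rank 1400, with 5 RPM added before taking log2.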

Bins of 200 mRNAs were compared between *TRF5* and *trf5∆* backgrounds for changes in Mtr4 association by CRAC (Fig. 7a) or RNA abundance by RNA-sequencing (RNAseq) (Fig. 7b and Supplementary Fig. 11). 

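Mtr4 in trf5∆ was compared with Mtr4 in air1∆ and air2∆, because Mtr4 in wild-type cells was not analysed here. The paper finds Trf5 in a complex with Air1 and expects less of that complex in air2∆ as well. The reference strains may thus share a loss of Mtr4, and the ratio cannot show a loss relative to wild type. Over the 200 mRNAs most bound by Trf5, the mean log2 ratio of Mtr4 reads in trf5∆ to those in air1∆ and air2∆ was 0.06 (SD 0.18). The mean log2 RPM of these mRNAs were 9.19 and 9.22 in the trf5∆ libraries and 8.89 to 9.28 in the air1∆ and air2∆ libraries. In the next 6 bins the ratio was 0.01, 0.04, -0.03, -0.07, -0.10 and -0.06. Against trf4∆ the ratio for the first bin was 0.32. TDH3 had 2989 ± 708 Mtr4 RPM (SD, n = 2) in trf5∆ and 2495 ± 841 (SD, n = 2) in air1∆. PDC1 had 3919 ± 811 (SD, n = 2) and 3234 ± 948 (SD, n = 2), and ADH1 had 1588 ± 518 (SD, n = 2) and 2026 ± 555 (SD, n = 2). Transcript by transcript, the limma-voom fit of trf5∆ against air1∆ gave an unadjusted p under 0.05 for 0 of 5248, fewer than arise with no change at all, so its lack of calls carries no information.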

Strikingly, mRNAs that were most strongly bound by Trf5 showed greatest reduction in Mtr4 binding when Trf5 is absent. Note that these are normalized data, so total recovery of Mtr4 across all genes is constant. 

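The paper's table for this comparison lists Mtr4 RPM in wild-type cells, and 342 of its mRNAs, the part held here, were matched to the annotation. Over its first 200 mRNAs the paper's own columns give a mean log2 ratio of trf5∆ to wild type of -2.29. Set against the same wild-type column, the trf5∆ libraries here gave -2.11, with -2.04 and -2.22 for the libraries, in RPM of aligned reads. Mtr4 in air1∆ gave -1.86, in air2∆ -2.21 and in trf4∆ -2.84, and Mtr4∆arch gave -2.28. Over the other 142 mRNAs the trf5∆ value was -1.81. Set against the paper's own trf5∆ column over the first 200, the trf5∆ libraries here gave 0.24 and 0.06 in RPM of aligned reads, and 3.21 and 3.19 in RPM of mRNA reads, so aligned reads are the scale used here.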

The effects were quite substantial, with nearly 4-fold reduced Mtr4 association over the genes that were most strongly bound by Trf5. Conversely, mRNAs with the strongest Trf5 binding were modestly increased in the absence of Trf5, again using normalized sequencing data. These data suggest that loss of Trf5 reduces Mtr4 recruitment with a consequent increase in pre-mRNA or mRNA stability. 

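TRF5 mRNA itself had 23.4 ± 3.04 CPM (SD, n = 4) in wild type and 0.0407 in trf5∆, a log2 fold change of -8.47 (standard error 0.45, adjusted p = 8.82e-05 from limma-voom). In all, 153 genes were higher and 151 lower in trf5∆ at an adjusted p under 0.05 (two-sided). LPP1 (YDR503C, a lipid phosphate phosphatase, chromosome IV from 1455042 to 1455866) rose most, from 10.9 ± 1.99 CPM (SD, n = 4) to 51.0 ± 5.88 (SD, n = 3), a log2 fold change of 2.19 (standard error 0.19, adjusted p = 0.00240). YLR460C, an uncharacterized gene, had a log2 fold change of 2.09 (standard error 0.23, adjusted p = 0.00805). OST6 (oligosaccharyltransferase subunit), NAT3 (N-terminal acetyltransferase), HSP26 (small heat shock protein), ECM31 (pantothenate synthesis) and UBS1 rose by 1.40 to 1.65 on the log2 scale. Among the genes that fell, TOM5, a subunit of the mitochondrial import pore, changed from 205 to 34.0 CPM, a log2 fold change of -2.52 (standard error 0.33, adjusted p = 0.0129). The ribosomal protein gene RPS29A changed from 1843 to 369 CPM. The U5 snRNA, counted under its short form SNR7-S, had a log2 fold change of -3.61 and the snoRNA SNR189 one of -2.87. Both values come from poly(A)-selected RNA, so the total level of these RNAs was not measured. Counting gave a stretch shared by snRNA entries to 1 of them, so the U5 value is not specific to the short form. The mRNAs called lower had a median length of 447 nt, against 1305 nt for those not called. The genes of the other TRAMP and exosome subunits the paper studies did not pass, with log2 fold changes of -0.07 for PAP2 (TRF4), -0.17 for AIR1, -0.11 for AIR2, -0.05 for MTR4, 0.27 for RRP6 and -0.02 for DIS3 (RRP44). Directions are relative to TMM scaling, and scaled by total reads 76 were higher and 103 lower. The counts of higher and lower genes were 8 and 11 without WT replicate 1, 6 and 11 without WT replicate 2, 1 and 1 without trf5∆ replicate 2, and 13 and 29 without trf5∆ replicate 3. They were 508 and 583 without trf5∆ replicate 1, 95 and 169 without WT replicate 3, and 79 and 149 without WT replicate 4. WT replicates 1 and 2 stood apart from WT replicates 3 and 4 on the first principal component, at -35.3 and -31.5 against 2.38 and -0.232, and trf5∆ replicate 1, at 4.43, from trf5∆ replicates 2 and 3, at 30.7 and 29.6.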

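Over the 200 mRNAs most bound by Trf5, the mean of log2 RPM was lower in trf5∆ than in wild type by a difference of -0.24 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 3 allow). Of these mRNAs 9 were called higher and 34 lower. They were the shortest of the bins, with a median coding length of 663 nt against 1387.5 nt in bin 7. The slope of log2 CPM per doubling of gene length was -0.125 to 0.0161 in the wild-type libraries and 0.0305 to 0.108 in the trf5∆ libraries. A change with length was thus not separated from a change with Trf5 rank. The next bins gave -0.05 (p = 0.6 from the same exact test), 0.11, 0.07, 0.05, 0.10 and 0.12, none past the threshold. With TMM-scaled counts all 7 bins were negative. Bin 1 was then -0.41 and no longer passed (p = 0.0857, exact), bin 2 was -0.22 (p = 0.114, exact), and bins 5 and 7 were -0.11 and -0.04 (each p = 0.0286, exact permutation test). The mean of the first bin minus that of bin 7 was 3.22 ± 0.225 (SD, n = 4) in wild type and 2.86 ± 0.0944 (SD, n = 3) in trf5∆. This difference of -0.36 did not pass (exact permutation test, p = 0.0857), although all 3 trf5∆ libraries lay below every wild-type library. From its bins, the paper proposes that loss of Trf5 lowers Mtr4 recruitment and makes these RNAs more stable.

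**Figure D3:**
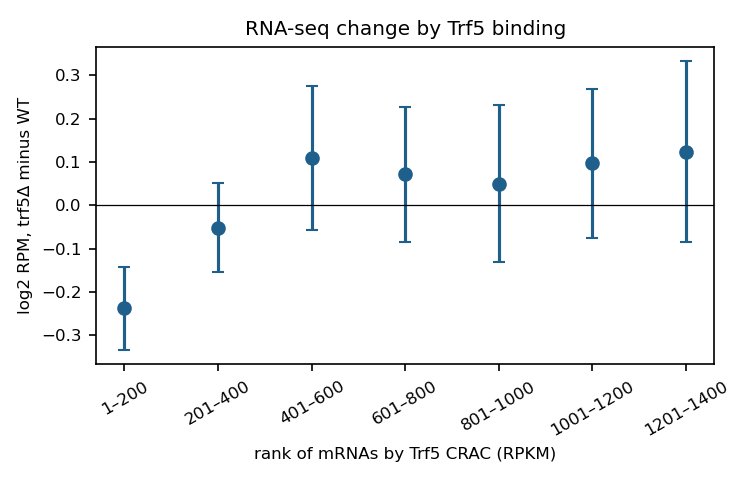
Difference of library means between trf5∆ and wild type in log2 RPM (vertical axis) for bins of 200 mRNAs ranked by Trf5 binding (horizontal axis). Points are the difference and error bars the pooled SD between libraries. The first bin lies at -0.24 and the last at 0.12, which is -0.04 with TMM-scaled counts.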

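Of the 9 genes that match the qPCR targets, 6 were higher in the trf5∆ RNA-seq and none was lower at an adjusted p under 0.05 from limma-voom. The study selected these mRNAs to check changes in this same RNA-seq, so they are not independent evidence of its direction. VMA6 (YLR447C, a subunit of the vacuolar ATPase, chromosome XII from 1026856 to 1027893) rose from 149 ± 44.5 CPM (SD, n = 4) to 466 ± 53.5 (SD, n = 3), a log2 fold change of 1.68 (standard error 0.26, adjusted p = 0.0175). ERG20 (YJL167W, farnesyl pyrophosphate synthase, chromosome X from 105014 to 106072) had a log2 fold change of 1.46 (standard error 0.21, adjusted p = 0.0145). HPT1 (YDR399W, a purine salvage enzyme, chromosome IV from 1270068 to 1270733) had 1.44 (standard error 0.27, adjusted p = 0.0247). RPL9A (YGL147C, chromosome VII from 227754 to 228329) had 1.37 (standard error 0.17, adjusted p = 0.0129). The RPL15 paralogs RPL15A and RPL15B had 1.29 (adjusted p = 0.0175) and 0.81 (adjusted p = 0.0303). NOG1, a GTPase of ribosome assembly, did not change detectably, with -0.13 (standard error 0.18, adjusted p = 0.723). PDC1 had -1.04 (standard error 0.41, adjusted p = 0.165) and TDH3 -0.72 (standard error 0.40, adjusted p = 0.293), from 23045 ± 10036 to 11159 ± 5063 CPM for PDC1.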

Changes in abundance shown in the RNAseq data were confirmed by real-time quantitative PCR on selected mRNAs (Supplementary Fig. 11A, Supplementary Table 7) relative to the ncRNA SCR1. The trend for increased mRNA abundance in *trf5∆* was conserved between RNAseq and quantitative PCR (qPCR). However, greater increases were measured in qPCR, probably reflecting differences in normalization, which is complicated in surveillance mutants that potentially affect all RNA species.

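The RNA-seq folds in trf5∆ were 3.21 for VMA6, 2.75 for ERG20, 2.71 for HPT1, 2.59 for RPL9A, 2.44 for RPL15A and 1.76 for RPL15B. The paper's mean qPCR folds over 3 trf5∆ cultures are 10.2 for VMA6, 5.82 for ERG20, 6.26 for HPT1, 6.61 for RPL9A and 3.98 for RPL15. For NOG1, PDC1 and TDH3 the RNA-seq folds were 0.916, 0.487 and 0.607, none past the test, and the paper's qPCR folds are 5.22, 2.87 and 2.39. The paper's qPCR values are relative to SCR1, whereas TMM scaling of the RNA-seq sets the bulk of the measured genes to no change. The RNA also differs, since the qPCR primed extracted RNA with random decamers and the RNA-seq used poly(A)-selected RNA. Which of these accounts for the unlike folds was not tested.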

**Fig. 7:**
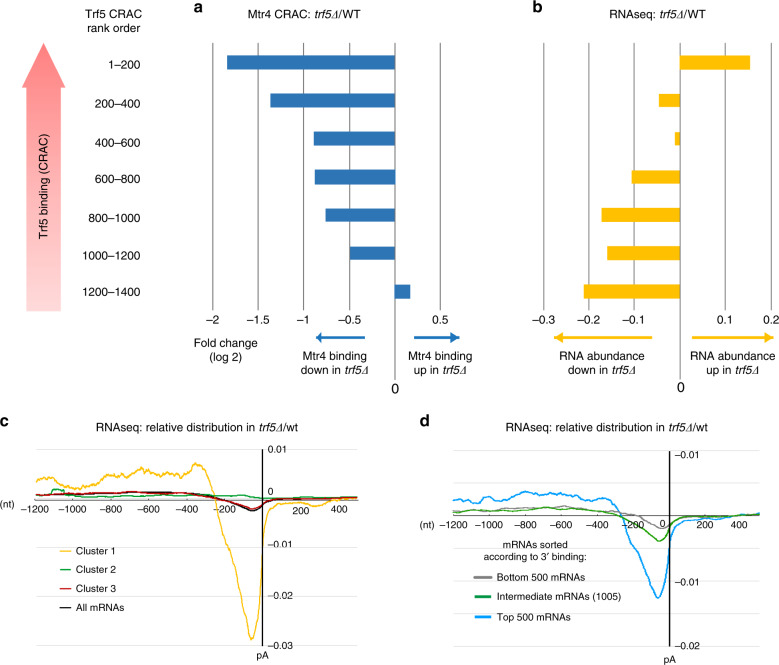
Alterations in mRNA abundance in strains lacking Trf5. **a** Changes in Mtr4 binding by CRAC in strains lacking Trf5, relative to the wild type. **b** Changes in mRNA abundance by RNAseq in strains lacking Trf5, relative to the wild type. Genes are ordered by ranking in frequency of Trf5 binding (RPKM) and bars show fold change (log 2) in strains lacking Trf5 relative to the wild type. Note that these are normalized data, so the total recovery of Mtr4 across all genes is constant. **c**, **d** RNAseq distribution across mRNAs, normalized to the total binding value across the mRNA subset, in wild-type (four independent replicates averaged) and *trf5∆* (three independent replicates averaged). Reads were aligned with the polyadenylation sites (pA). **c** shows genes grouped according to clusters identified in Fig. 5a, plus all mRNAs. In **d**, the 2005 genes analyzed in Fig. 5 are grouped by Trf5 binding in the 3′ region (bin 5 in Fig. 5a and Supplementary Fig. 7).

A notable finding from the heat maps was the identification of group of mRNAs showing strong 3′ association with Trf5 and Air2 = 1 in the absence of Mtr4 or the exosome (cluster 1 in Fig. 5 and Supplementary Fig. 8) suggesting a distinct function for TRAMP5-1 here. 

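For each gene with at least 100 reads in every RNA-seq library, the share of its reads with their midpoint in the last 250 nt of the extended mRNA, which ends 100 nt after the stop codon, was computed. Mapped pA sites were not used here. The share was averaged over the genes of a group in each library, and the 4 wild-type and 3 trf5∆ libraries were compared by an exact permutation test. Of cluster 1, 226 genes had enough reads, of cluster 2 104, of cluster 3 430, and of all mRNAs 3016. Their median coding lengths were 1323 nt in cluster 1 and 1758 nt in cluster 3.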

To assess potential roles of Trf5, we assessed the distribution of RNAseq reads across mRNAs in WT and trf5∆ strains (Fig. 7c, d). 

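The 3′ share in cluster 1 was 23.8% ± 1.55 (SD, n = 4) in wild type and 20.5% ± 1.33 (SD, n = 3) in trf5∆. All 3 trf5∆ libraries lay below every wild-type library. The difference of -3.26 percentage points had p = 0.0571 (exact permutation test, two-sided), where the smallest possible is 0.0286. Leaving out 1 library, it ranged from -3.75 to -2.50.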

For cluster 1, comparison of the WT and *trf5∆* strains showed a clear deficit in reads close to the poly(A) site in the absence of Trf5 (Fig. 7c). 

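The change in cluster 1 was compared with that in other groups within each library. Cluster 1 minus all other mRNAs changed by 0.0252 percentage points between wild type and trf5∆ (exact permutation test, p = 0.771), minus cluster 2 by -0.40 (p = 0.114 from the same exact test) and minus cluster 3 by 0.00401 (p = 0.971, exact). None of these differences between groups passed the test.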

Strikingly, comparable effects were not seen for any other cluster. This is presented for cluster 2, which also showed a 3′ peak of Trf5, but accompanied by Trf4, Mtr4, and Rrp6, and cluster 3, which showed only a 5′ peak of Trf5 and other TRAMP components (Fig. 7c). 

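In cluster 2 the 3′ share was 24.0% ± 1.26 (SD, n = 4) in wild type and 21.1% ± 1.35 (SD, n = 3) in trf5∆, a difference of -2.86 percentage points (exact permutation test, p = 0.0286). In cluster 3 it was 17.1% ± 1.49 (SD, n = 4) and 13.8% ± 1.21 (SD, n = 3), a difference of -3.27 (exact permutation test, p = 0.0286). Over all mRNAs it was 23.5% ± 1.51 (SD, n = 4) and 20.2% ± 1.23 (SD, n = 3), a difference of -3.29 (exact permutation test, p = 0.0286). In each group every trf5∆ library lay below every wild-type library. The slope of log2 CPM per doubling of gene length also separated these libraries, at -0.125 to 0.0161 in wild type and 0.0305 to 0.108 in trf5∆. A difference between whole libraries is therefore not told apart from an effect on these mRNAs. From the depletion in cluster 1, the paper concludes that loss of Trf5 acts selectively on the mRNAs it binds.

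**Figure D4:**
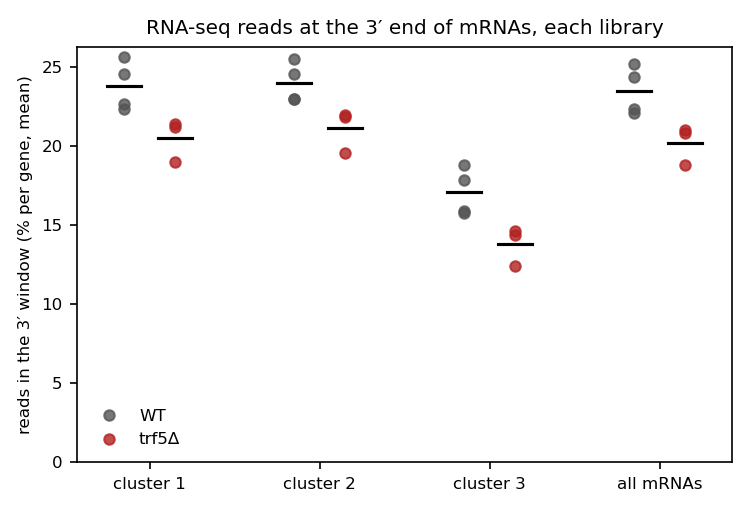
Share of reads in the 3′ window (vertical axis, %) in each RNA-seq library, wild type and trf5∆, for clusters 1 to 3 and all mRNAs. Points are libraries and bars their means, 23.8% and 20.5% for cluster 1.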

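The mRNAs with at least 10 reads in each Trf5 library were ranked by the share of Trf5 reads in bin 5 and divided into 5 equal groups. In the group with the highest share, where 190 genes had enough RNA-seq reads, the 3′ share changed by -3.16 percentage points in trf5∆ (exact permutation test, two-sided, p = 0.0286). In the group with the lowest share, 170 genes, it changed by -3.25 (exact permutation test, p = 0.0571). The groups between changed by -2.50, -2.39 and -2.97 (each p = 0.0571, exact).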

When mRNAs were ranked by Trf5 binding in bin 5 (the 3′ end), the same trend was seen (Fig. 7d). However, even for the most highly bound group, the 3′ depletion in mRNAs reads was less marked than for cluster 1.

We conclude that mRNAs bound by Trf5 are selectively affected by its absence. Notably, the clustering in Fig. 5 was entirely orthogonal to the mRNA sequence data in Fig. 7, indicating that the specific 3′ binding by Trf5 identified in cluster 1 is robustly correlated with stabilization of this region of the transcripts.

## Discussion

To better understand the targeting of RNA degradation and surveillance targets in vivo, we characterized the protein composition of the TRAMP complexes and identified specific binding sites for the different TRAMP components in WT and mutant cells. These analyses identified three complexes containing Mtr4 together with Trf4 and Air1 (TRAMP4-1), Trf4 and Air2 (TRAMP4-2), or Trf5 and Air1 (TRAMP5-1). Substantial differences in RNA binding were observed, indicating that TRAMP4-1, TRAMP4-2, and TRAMP5-1 each exhibit substrate specificities.

We note that, based on 14 different publications, *Saccharomyces cerevisiae* genome (SGD) (www.yeastgenome.org) lists median abundances (copies per cell) for TRAMP components as: Air1 (1851 ± 466); Air2: (1750 ± 420); Trf4 (2659 ± 411); Trf5 (1329 ± 608). If all components are in TRAMP complexes, this suggests very approximate abundances of: TRAMP4-1 (600); TRAMP4-2 (1700); TRAMP5-1 (1300). These values are consistent with the conclusion that Trf4 interacts with Air1 and Air2, whereas Trf5 binds only Air1.

TRAMP5-1 preferentially targeted the ITS1 spacer region of 35S pre-rRNA, a characterized exosome substrate for which no AIM domain ribosome synthesis factor has been identified. Mtr4 binding to ITS1 in the pre-rRNA was strongly reduced by loss of Trf5, whereas loss of Trf4, Air1, or Air2 had only modest effects. In contrast, TRAMP4-2 was more strongly associated with RNAPII transcripts, particularly mRNA 5′ ends, close to the TSS and with the CUT, SUT, and XUT ncRNAs. This implicated TRAMP4-2 in degradation of ncRNAs, including promoter-proximal ncRNAs generated by early termination of transcription, a model supported by co-localization with Rrp44 and Rrp6. Mtr4 exhibited lower binding to TSS-proximal regions when Trf4 was absent, with comparable reduction on deletion of the arch domain, but was little altered by loss of Air1 or Air2. In the absence of its paralog, the binding profiles of Air1 and Air2 across mRNAs are highly similar, strongly indicating that they are not directly responsible for the substrate specificity seen in the WT background. We conclude that substrate specificity is predominately provided by Trf4 and Trf5, while Air1 and Air2 appear largely interchangeable. This was unexpected, since it had previously been anticipated that RNA-binding specificity would largely be determined by Air1 and Air2, which are Zn-knuckle RNA BPs^26,40^, or by specific interactions of AIM-containing proteins with the arch domain of Mtr4^15,16^.

When bound to the exosome, Mtr4 is positioned at the entrance to the central lumen, such that RNAs can pass through the helicase domain directly into the exosome^44,45^. The structure of the Trf4–Air2–Mtr4 TRAMP complex shows the arch located opposite Trf4–Air2^22^. N-terminal, low-complexity regions of Air2 and Trf4 are jointly responsible for binding to the DExH core of Mtr4 in vitro. The residues in Trf4 and Air2 that bind the Mtr4 helicase core, are conserved in Trf5 and Air1, respectively. The N terminus of Trf4 (aa 1–110) is absent from the TRAMP structure, but could conceivably extend to the arch domain of Mtr4. However, a more likely interaction is between Air2 and the arch. Indeed, in the crystal structure, the N terminus from the adjacent Air2 molecule in the crystal lattice was shown to contact the Mtr4 arch at the same sites as the AIM of Nop53^15,22^, through residues that are conserved in Air1. Association of Air2 and Air1 with the arch domain might require conformational changes in which the arch moves toward the helicase core, switching Mtr4 (and the TRAMP) to a closed conformation. We therefore postulate that recruitment of Mtr4 to most nuclear RNA surveillance targets is based on the specificity of Trf4 or Trf5 interactions with the target, followed by (largely redundant) binding of Air1 or Air2 to the arch domain.

Comparison of TRAMP binding with other factors expected to interact with nuclear transcripts showed a range of concordances. We speculate that combinations of proteins binding to nascent transcripts act together to promote or disfavor binding by the surveillance machinery and rapid nuclear RNA degradation. Particularly notable was the correlation between the hnRNP-like, pre-mRNA binding protein Npl3 and Air1, which was initially isolated via interaction with Npl3^9^. Air1–Npl3 binding is bridged by the arginine-methyl transferase Hmt1 and blocks arginine methylation on Npl3, potentially changing its functional properties.

Clustering of the most recovered ~2000 mRNAs, based on TRAMP factor occupancy, identified six clusters. Five of these showed statistically significant enrichment for functional classes of protein products, while the remaining class was enriched for types of transcript; introns with encoded features, notably snoRNAs; and unconfirmed protein products. Such functional enrichment strongly supports the significance of TRAMP factor binding in regulating gene expression.

A notable finding was the apparently specific binding of Trf5 to a cluster of mRNAs. To better understand the significance of this association, we assessed the effects of deletion of *TRF5* on Mtr4 binding by CRAC and RNA abundance by RNAseq. When mRNAs were stratified by Trf5 association, mRNA species most highly bound by Trf5 in the WT, showed decreased binding by Mtr4 and increased total abundance in the *trf5∆* strain. This is consistent with Trf5 promoting Mtr4 recruitment and degradation for many pre-mRNAs.

We also noted that clusters of mRNAs showed high p(A)-proximal association of Trf5 (clusters 1 and 2 in Fig. 5a). In particular, the 3′ association of Trf5 and Air1 with mRNAs in cluster 1 was not accompanied by clear association with Mtr4 or the exosome, suggesting a possible function distinct from RNA surveillance and degradation. Comparing RNAseq data across mRNAs revealed a deficit in 3′reads, specifically for cluster 1. No such deficit was observed for cluster 2, in which 3′ accumulation of Trf5 is accompanied by binding of Mtr4 and other TRAMP components. It remains unclear whether this apparent truncation reflects altered pre-mRNA synthesis or stability, but Trf5 clearly has significant effects on the 3′ ends of highly bound pre-mRNAs.

We conclude that the functions of the different yeast TRAMP complexes have significantly diverged, particularly for the nucleotide transferases Trf4 and Trf5.

## Methods

### Strains

All yeast strains are derived from (BY4741, *MATa; his3∆1; leu2∆0; met15∆0; ura3∆0*). Standard techniques were used to integrate C-terminal affinity tags and integration of galactose-driven genes. Strains used are listed in Supplementary Data 1.

For Mtr4 depletion, strains were grown in 2% galactose minimal media, then shifted to 2% glucose media for 16 to 20 h until exponential phase (optical density (OD) ~0.5) and used for CRAC or RNA extraction. Depletion was checked by western blotting.

### Western blotting

Yeast was grown to exponential phase (OD 0.5). Proteins were extracted with a mild alkali treatment prior boiling in NuPaGE loading buffer^46^. Yeast from 4OD of cells were loaded on NuPaGE Novex 4–12% gel, liquid transferred and incubated with rabbit anti-TAP antibody (Thermo Scientific CAB1001, 1:5000) rabbit anti-TAP antibody (Thermo Scientific CAB1001 and mouse anti-Pgk1 antibody (Thermo Fisher PA528612; 1:5000) and mouse anti-Pgk1 antibody (Thermo Fisher PA528612), followed by IRDye secondary antibodies (Licor) incubation (dilution 1:10,000): anti-mouse 680RD (926-68070) and anti-rabbit 800CW (926-32211) incubation. Membrane was visualized on Odyssey CLx scanner.

### Northern blotting

RNAs were extracted via a hot phenol, guanidium method^47^. Oligoadenylated RNAs were purified from 75 μg of total RNAs using polyA+ kit (Ambion). All outputs, along with 5 μg total RNA, were separated on a 10% acrylamide urea gel, stained with SybrSafe (Invitrogen) and liquid transferred to a HybondN+ membrane. Hybridization with a radiolabeled oligonucleotide (GCGTTGTTCATCGATGC) was performed with ultraHyb (Ambion) and signal detected using a Fuji FLA-5100 PhosphoImager.

### Protein sequence alignment

Alignment were generated with Clustal Omega and visualized using MView 1.63^48^.

### MS analyses

Protein pull-downs were extracted from strains expressing the bait protein tagged with a C-terminal HisX6-Tev cleavage site-Protein A (HTP) tag. A non-tagged strain was used as a negative control. Protein purification has been made in 1 M NaCl conditions. For Trf4-HTP and Trf5-HTP, additional purification with lower stringency (150 mM NaCl) were performed in the presence or absence of RNase A. Extracts were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, trypsin-digested, as previously described^49^. Following digestion, samples were diluted with equal volume of 0.1% trifluoroacetic acid and spun onto StageTips as described^50^. Peptides were eluted and analyzed by liquid chromatography-tandem MS on a Q Exactive Mass Spectrometer (Thermo Fisher Scientific) coupled online, to an Ultimate 3000 RSLCnano Systems (Dionex, Thermo Fisher Scientific). Fourier transform mass spectrometry spectra were recorded at 70,000 resolution and the top 10 most abundant peaks with charge ≥2 and isolation window of 2.0 Thomson were selected and fragmented by higher-energy collisional dissociation^51^ with normalized collision energy of 27. The maximum ion injection time for the MS and MS2 scans was set to 20 and 60 ms, respectively, and the automatic gain control target was set to one E6 for the MS scan and to five E4 for the MS2 scan.

The MaxQuant software platform^52^ version 1.6.1. 0 was used to process raw files and search was conducted against the *Saccharomyces cerevisiae* complete/reference proteome database (Uniprot, released in September 2017), using the Andromeda search engine^53^. iBAQ (intensity-based absolute quantification) values calculated by MaxQuant are the (raw) intensities divided by the number of theoretical peptides (Fig. 1c and Supplementary Data 2). In that way, iBAQ values are proportional to the molar quantities of the proteins^28^.

Relative molar abundances, for each protein, was determined as its relative iBAQ (riBAQ), a normalized measure of molar abundance. We divided each yeast protein’s iBAQ value by the sum of all non-contaminant iBAQ values^54^. Enrichment was calculated as the riBaq ratio between protein pull-down and negative control (Fig. 1c and Supplementary Data 3). All proteins showing a ratio inferior at 2 was considered as not enriched.

### CRAC

CRAC was performed as described^55^ on yeast strains expressing the protein of interest carrying a C-terminal HTP tag, grown in SD medium to log phase and UV crosslinked (254 nm, 100 s) to covalently bind RNA to protein. RNA–protein complexes have been purified, and RNAs are partially digested to leave only the “footprint” of the protein or protein complex. Mircat and barcoded linkers (containing three random nucleotides) have been ligated on both 3′ and 5′ end, respectively. Proteins were then digested by proteinase K, RNAs were reverse transcribed, and PCR amplified. cDNA libraries were size fractionated on agarose gels and then subjected to next-generation sequencing using Illumina HiSeq (Edinburgh Genomics) or Illumina Miniseq (our laboratory). Illumina sequence data from this publication have been submitted to the GEO database (http://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier GSE135526.

### RNAseq

Yeasts were grown at 30 °C to OD 0.5 in minimal media and RNAs were extracted using a standard acidic hot phenol method. RNAseq libraries were prepared using a SENSE mRNA-seq Library Prep Kit V2 for Illumina (Lexogen), as recommended by the manufacturer. Two micrograms of RNA was denatured and used as input for poly(A)-tailed RNA purification through hybridization on oligodT magnetic beads. Purified poly(A) RNA were subjected to reverse transcription and ligation generating short cDNA fragments with linker sequences at either end. The library was converted to double-stranded DNA, purified, and PCR amplified (13 cycles). Samples were checked on bioanalyser and then sequenced using standard Illumina protocol on NextSeq (75 cycles, high output).

### Real-time PCR amplification

Yeasts were grown at 30 °C to OD 0.5 in minimal media and RNAs were extracted using a standard acidic hot phenol method. Five micrograms of 5 μg RNA was submitted to TURBO DNase treatment (Thermo), checked for quality, and reverse transcribed with Random decamers (Ambion) and Superscript III Reverse Transcriptase (Invitrogen) following the manufacturer’s protocols. After RNAse H (Thermo Scientific) treatment, cDNAs were diluted 20-fold. Real-time PCR amplifications were performed in a LightCycler480 system (Roche Diagnostics) in 384-well plates on 5 μL scale reactions using 2 μL diluted cDNAs and Brilliant III Ultra-fast SYBR Green qPCR Master Mix (Agilent) with primers listed in Supplementary Data 7 at a final concentration of 0.4 μM. Technical triplicates for each independent biological replicates (two for WT and three for *trf5∆*) were carried out. For each sample, to ensure the level of residual genomic DNA (gDNA) in the RNA prep were negligible, qPCR was performed without reverse transcription on DNase-treated RNA (“no RT”). Primer’s linearity and efficiencies were tested by performing a standard amplification on serial dilution of WT gDNA in triplicates (100, 10, 1, 0.1, and 0.01 ng μL^−1^). Cycle threshold (Ct) values were averaged between triplicates for each RNA sample. Gene expression fold change were determined as reported^56^. For qPCR raw data, primer sequences and efficiencies, and fold change calculation on WT and *trf5∆* strains, see Supplementary Data 7.

### CRAC data: pre-processing and alignment

CRAC sequencing data were quality filtered and adapter were trimmed using Flexbar 3.4.0^57^ with parameters -x 1 –ao 4 -g and only reads containing the 3′ adapter were kept. Then, the sequences were collapsed: reads having identical ends and identical random nucleotides in the 5′ barcode were counted as one, allowing removal of PCR duplicates. CRAC pre-processed reads containing non-encoded oligo-A tailed were identified using a pipeline developed by Grzegorz Kudla^10,41^. Reads were then aligned to the *Saccharomyces cerevisiae* genome (SGD v64) using Novoalign (Novocraft, V2.07) with genome annotation from Ensembl (EF4.74)^58^, supplemented with non-coding sequences as described in ref. ^41^, with parameters –r Random.

### RNAseq data: pre-processing and alignment

Low-quality reads and 5′ extremities of reads were filtered out. Low-complexity sequences (reads having more than 70% of their content corresponding to a single-nucleotide stretch and that would be potentially misaligned) were filtered out before alignment. Then, RNAseq reads were aligned with STAR^59^ using genome database from Ensembl (EF4.74).

### Class distribution

Downstream analyses were performed using pyCRAC software (0.5.3)^60^. pyReadCounters (pyCRAC) was used to count overlaps with genes and reads per million (RPMs) or RPM per kilobase (RPKM).

### Correlation of binding

For correlation of binding analyses, low-complexity sequences were filtered out before alignment. Overlaps either with transcripts (all or RNAPII transcripts when stated) or with a genome reference file divided into 50 nt windows, independently of transcripts, were calculated, averaged between two biological repeats, and used to calculate Pearson’s correlations between samples.

### Plots, binding profiles

Plot showing binding along single genes were generated using pyPileup (pyCRAC). Metagenomic plots were performed using homemade script using pyPileup on each individual transcript to count hits at each position. We obtain a table in which each row represents a transcript and each column represents the absolute position from 5′ end or 3′ end. The plot is summing up binding at each position allowing the display of a binding profile aligned either at 5′ end or 3′ end (Fig. 4). To calculate the enrichment or loss of mRNA signal between WT strain and *trf5∆* strain, normalized coverage (RPM) was calculated at each position along the genome for all datasets and averaged between replicate RNAseq datasets (four and three independent replicates for WT and *trf5∆*, respectively). Log 2 enrichment was calculated after the addition of five pseudocounts to both the numerator and denominator as described^61^.

### Clustering analysis of mRNAs

We selected and combined the top 1000 protein-coding genes bound by each TRAMP component (2005 mRNAs were included). pyBinCollector (pyCRAC) was used to calculate binding distribution along transcripts, each one being divided into five bins from TSS to pA site. Binding across each bin was calculated as a fraction of total binding across individual gene (set to 1). For each transcript, we averaged the number of reads between two biological replicates to reduce the influence of experimental variation upon clustering analysis. We normalized the data for each gene. Air1, Air2, Trf4, Trf5, and Mtr4 coverage along transcripts were then clustered using cluster 3.0 (C Clustering Library version 1.52a, *k*-medians, *k* = 6, Euclidean distance) and data displayed as heat maps. For data not included in the clustering analysis, pyBincollector output was sorted according to the clustered list and shown as heat map.

### Peak calling

Low-complexity sequences trimmed dataset were used. The number of hits for each position of the genome was calculated excluding all non-RNA polymerase II transcripts and normalized to RPMs of RNA polymerase II transcripts. Clusters consisting of 15 continuous position with more than 50 hits across were detected. The highest position in each cluster was selected as “peak.” Air1 peaks were used as a reference file to which other protein peaks were aligned (Fig. 6b–m and Supplementary Fig. 10).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

All sequence data from experiments made for this study and Rat1 datasets from Granneman et al.^62^ are available from GEO under accession number GSE135526. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD017114. Published data are available under GEO accession number GSE77683 (Mtr4), GSE69696 (Rrp44, Rrp6, Air2), GSE79950 (UTP proteins), GSE70191 (Nab3, Npl3, Sto1), GSE114680 (Nop1, Nop56, Nop58), and GSE46742 (Trf4, Cbc1, Gbp2, Tho2, Hrp1, Nab2, Pab1, Mex67, Hek2, Xrn1, Ski2). We used *Saccharomyces cerevisiae* genome version (SGD v64) with genome annotation from Ensembl (EF4.74) for analysis. The source data underlying Figures and Supplementary Figures are provided as a Source Data file. All data are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Substrate specificity of the TRAMP nuclear surveillance complexes
**Source:** Nat Commun. 2020 Jun 19;11:3122. doi: 10.1038/s41467-020-16965-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Substrate Specificity of the TRAMP Nuclear Surveillance Complexes

Clémentine Delan-Forino, Christos Spanos, Juri Rappsilber, David Tollervey

SUPPLEMENTARY FIGURES:

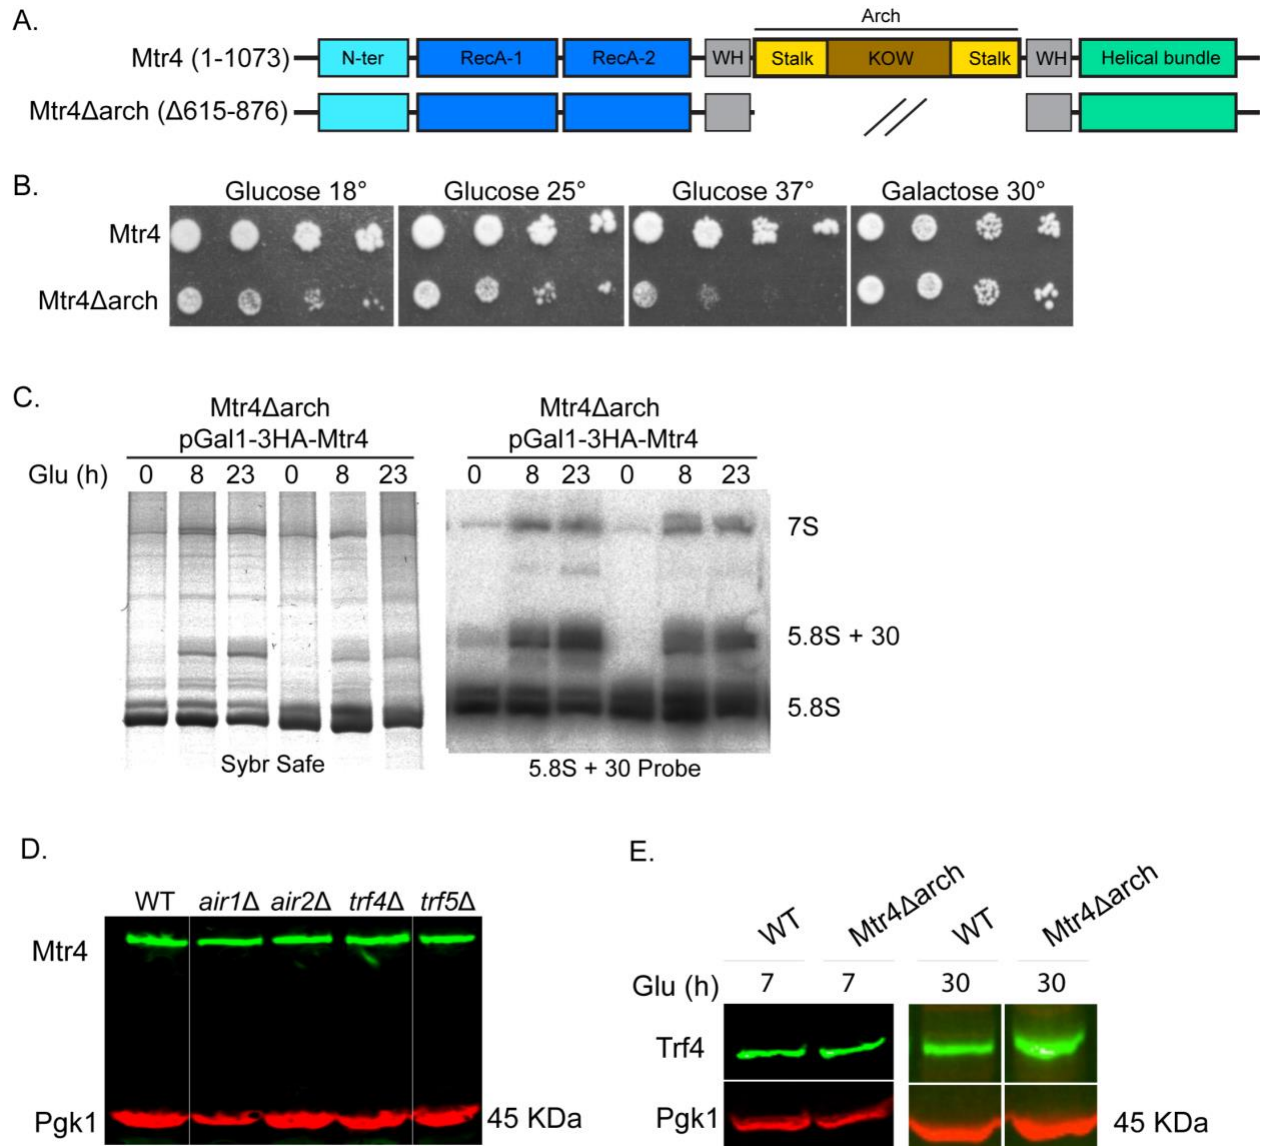

Delan-Forino et al, Supplementary Figure 1

Supplementary Figure 1: Mtr4Δarch construct and phenotype.

A. Main domains of Mtr4 and Mtr4Δarch proteins.

B. Serial dilution (1:5) growth complementation tests of strains expressing Mtr4 and Mtr4Δarch, on galactose medium for expression of wild-type Mtr4, or on glucose to deplete Mtr4. This experiment was performed independently three times and showed similar results.

C. Analysis of 5.8S + 30 pre-rRNA, a characterized target requiring the Mtr4 Arch domain for processing, in strains expressing Mtr4Δarch during depletion of wild-type Mtr4. Left panel; SybrSafe stained, 10% polyacrylamide, denaturing gel. Right panel; northern blot. Northern blot analysis was repeated twice and showed the same results.

D-E. Western blot analysis assessing abundance of (D) Mtr4 in wild-type strain and strains deleted for TRAMP component and (E) Trf4 in strains expressing wild-type Mtr4 or Mtr4 Δ arch depleted of wild-type Mtr4 for 7 or 30 h. The same strains were used for CRAC analyses. Western blot analysis was repeated twice and showed the same results.

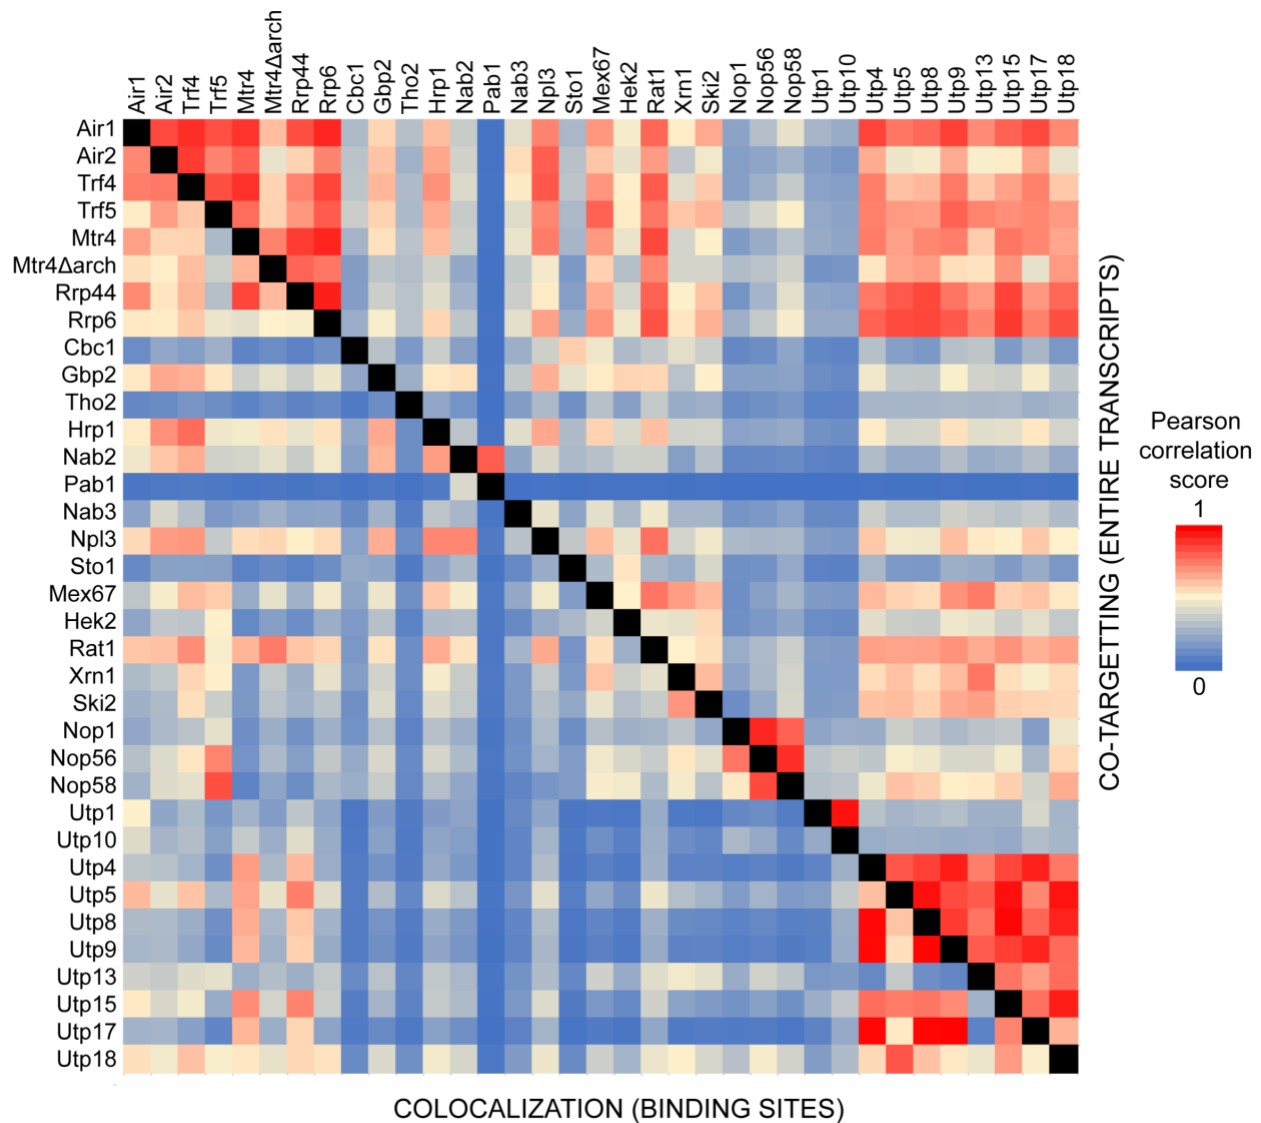

Delan-Forino et al, Supplementary Figure 2

Supplementary Figure 2: Correlations between protein interaction sites over all genes

Correlation matrix for protein binding in CRAC analyses, showing correlations between binding sites. NOTE: Above the diagonal, the matrix shows the extent to which the factors target the same RNA species as “Co-targeting of RNAs”. Below the diagonal, the matrix shows the extent to which the factors target the closely positioned RNA sites (≥ 50 nt) as “Colocalization of sites”. See Supplementary Data 3 for values for individual CRAC dataset. As Figure 6 but including all annotated genes.

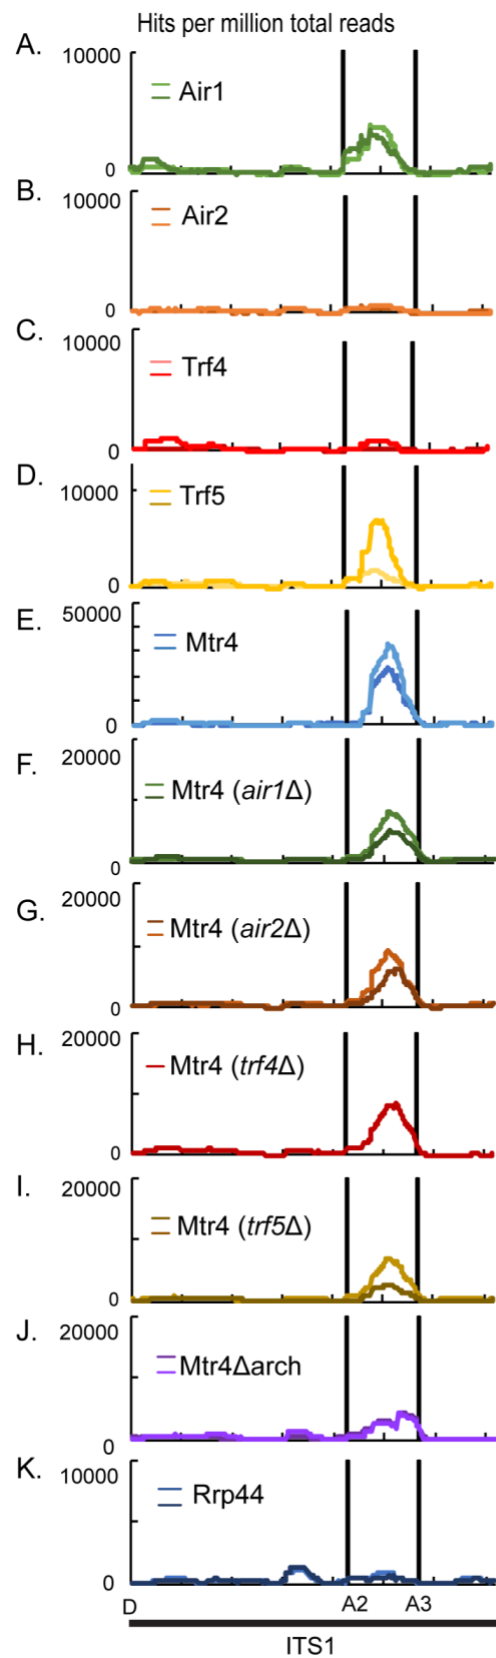

Delan-Forino et al , Supplementary Figure 3

Supplementary Figure 3: TRAMP interaction sites on the pre-rRNA ITS1 region.

A-L. Distribution of total reads across the ITS1 region of the pre-rRNA, normalized to millions of mapped reads and recovered with the indicated TRAMP components (A-E), Mtr4 in strains lacking the indicated TRAMP components (F-I), Mtr4 lacking the Arch domain (J), Rrp44 (K), Rrp44 in strain expressing Mtr4 lacking the Arch domain (L). Scale is linear.

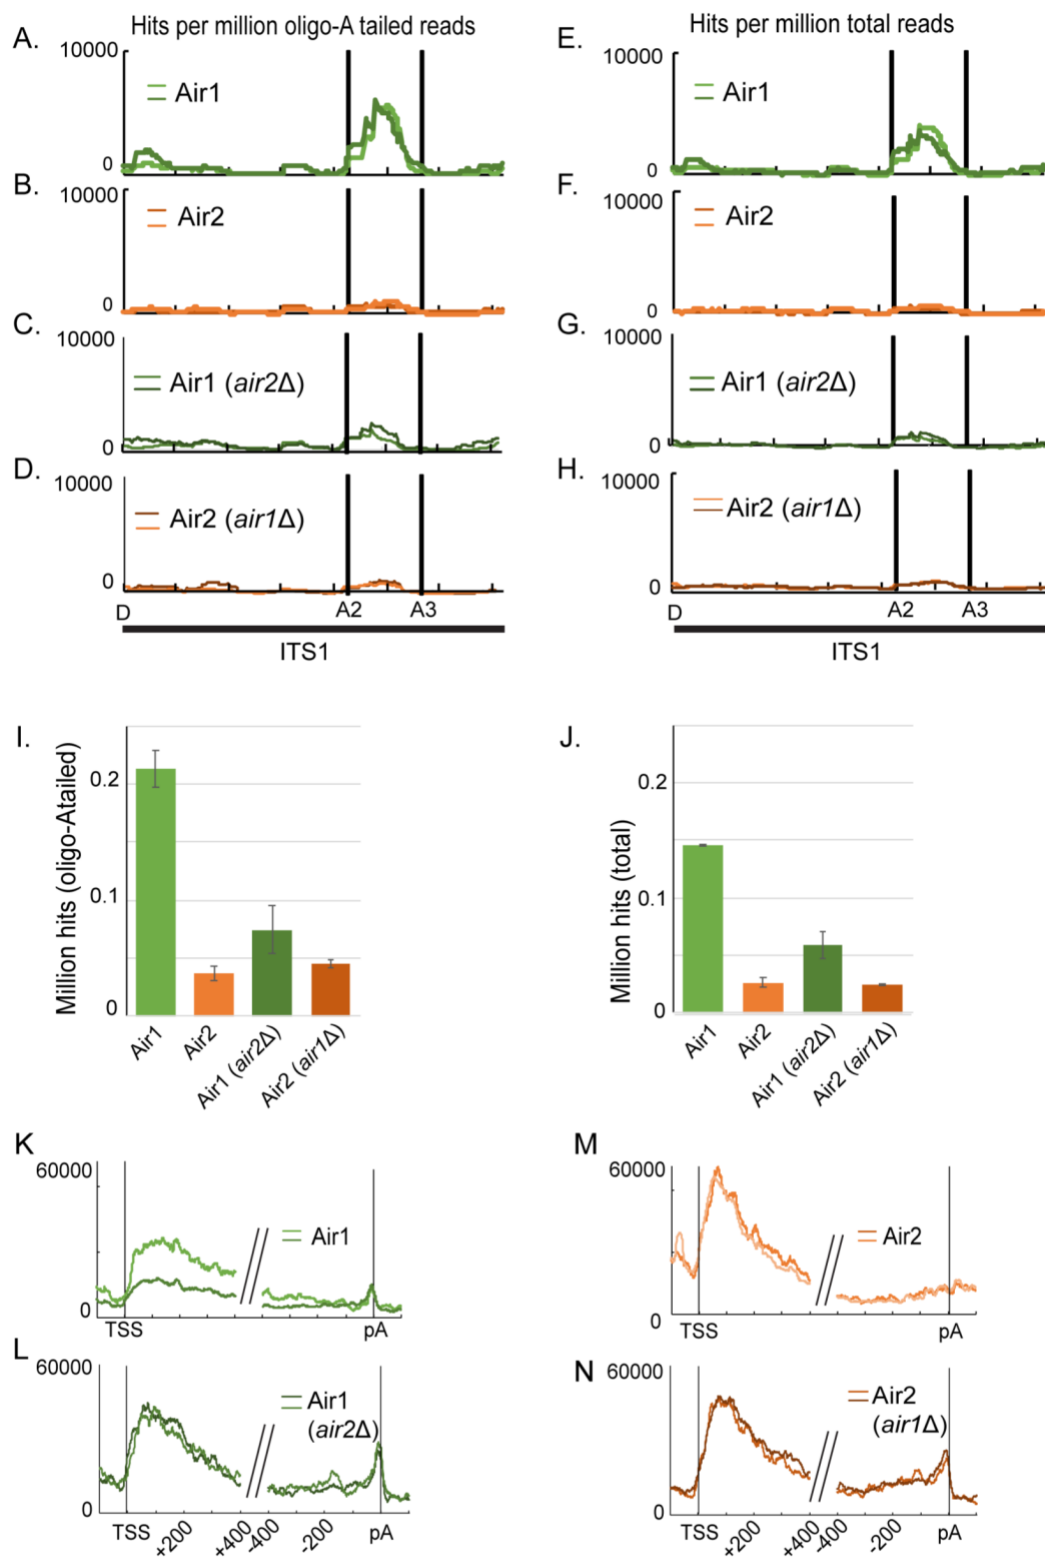

Delan-Forino et al, Supplementary Figure 4

Supplementary Figure 4: TRAMP interaction sites on the pre-rRNA ITS1 region.

A-H. Distribution of reads including non-encoded, oligo(A) tails (A-D) or total reads (E-H) across the ITS1 region of the pre-rRNA, normalized to millions of mapped reads and recovered with Air1 (A, E), Air2 (B, F), Air1 in an *air2* Δ strain (C-G), Air2 in an *air1* Δ strain (D-H). Scale is linear. A diagram of the pre-rRNA region is shown. Two independent replicates are shown in panels as light and dark colored lines.

I-J. Hits per millions oligo(A) tailed reads (I) and total reads (J) encompassing the A2-A3 region of ITS1, extended by 10nt on each side, were summed and are exhibited as a bar diagram. Two individual replicates were averaged, with standard deviation shown as error bars.

K-N. Distribution of individual components indicated, across all mRNAs longer than 500 nt. Each panel shows the hit density, normalized to millions of reads mapped to mRNAs. The two lines in each panel represent results from independent CRAC experiments. Reads were aligned with transcription start sites (TSS) and polyadenylation sites (pA).

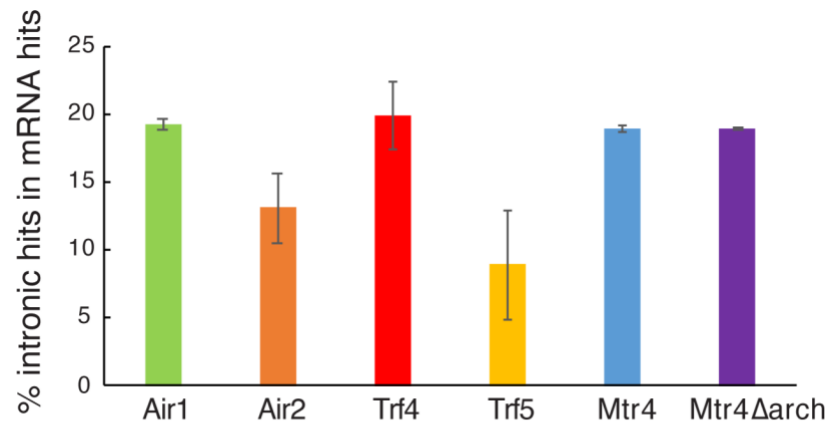

Delan-Forino et al, Supplementary Figure 5

Supplementary Figure 5 Recovery of pre-mRNA intronic sequences in CRAC analyses

The analysis was performed using read per kilobase (sum of intron hits/ sum of all mRNA hits) on collapsed CRAC dataset in which low complexity reads were filtered out. Two individual replicates were averaged, with standard deviation shown as error bars.

A. Protein domains of Trf4 and Trf5

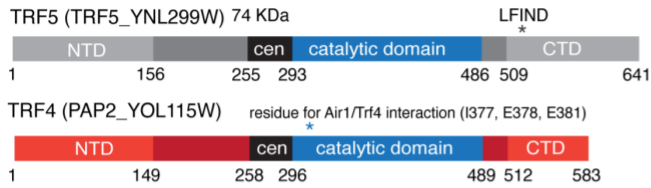

B. Trf5-Trf4 chimeric constructs

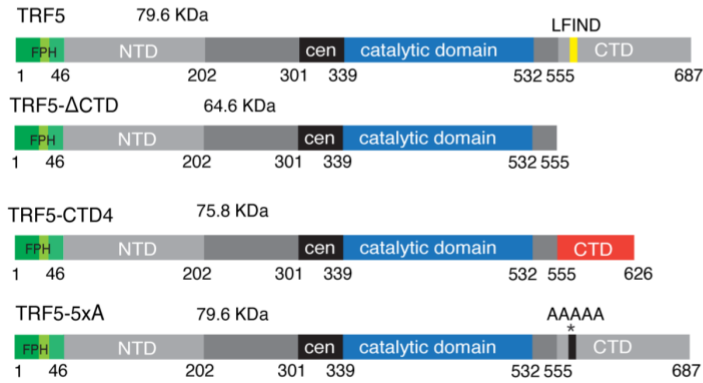

C. Distribution of CRAC hits

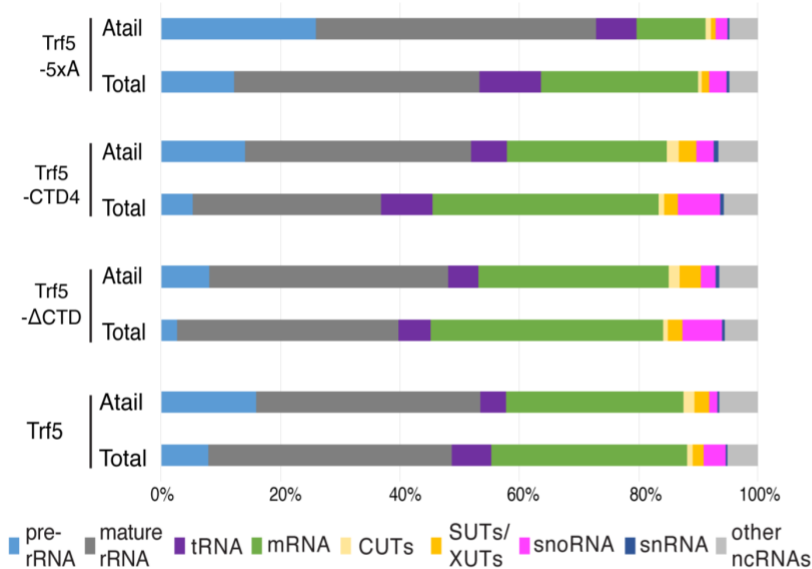

D. Hits per million oligo-A tailed reads

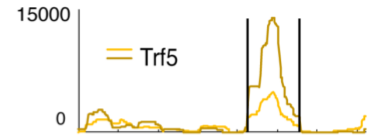

E. Hits per million oligo-A tailed reads

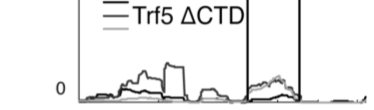

F. Hits per million oligo-A tailed reads

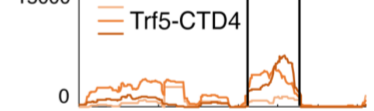

G. Hits per million oligo-A tailed reads

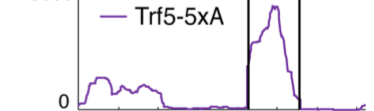

ITS1

Delan-Forino et al, Supplementary Figure 6

Supplementary Figure 6: Effects of altered Trf5 structure on ITS1 binding

A-B. Schematic representation of major protein domains of Trf4 and Trf5 (A) and Trf5 chimeric constructs used in CRAC analysis (B). NTD: N-terminal domain; CTD: C-terminal domain; cen: central domain; FPH: 3xFlag - Pre-scission protease site - Histidine x 6 Tag.

C. Distribution of all reads and A-tailed reads mapped to different RNA substrate classes recovered in CRAC datasets. At least two biological replicates were averaged for each protein.

D. Distribution of A-tailed reads across the ITS1 region of the pre-rRNA, normalized to millions of mapped reads and recovered with the different Trf5 constructs. The lines in each panel represent results from independent CRAC experiments.

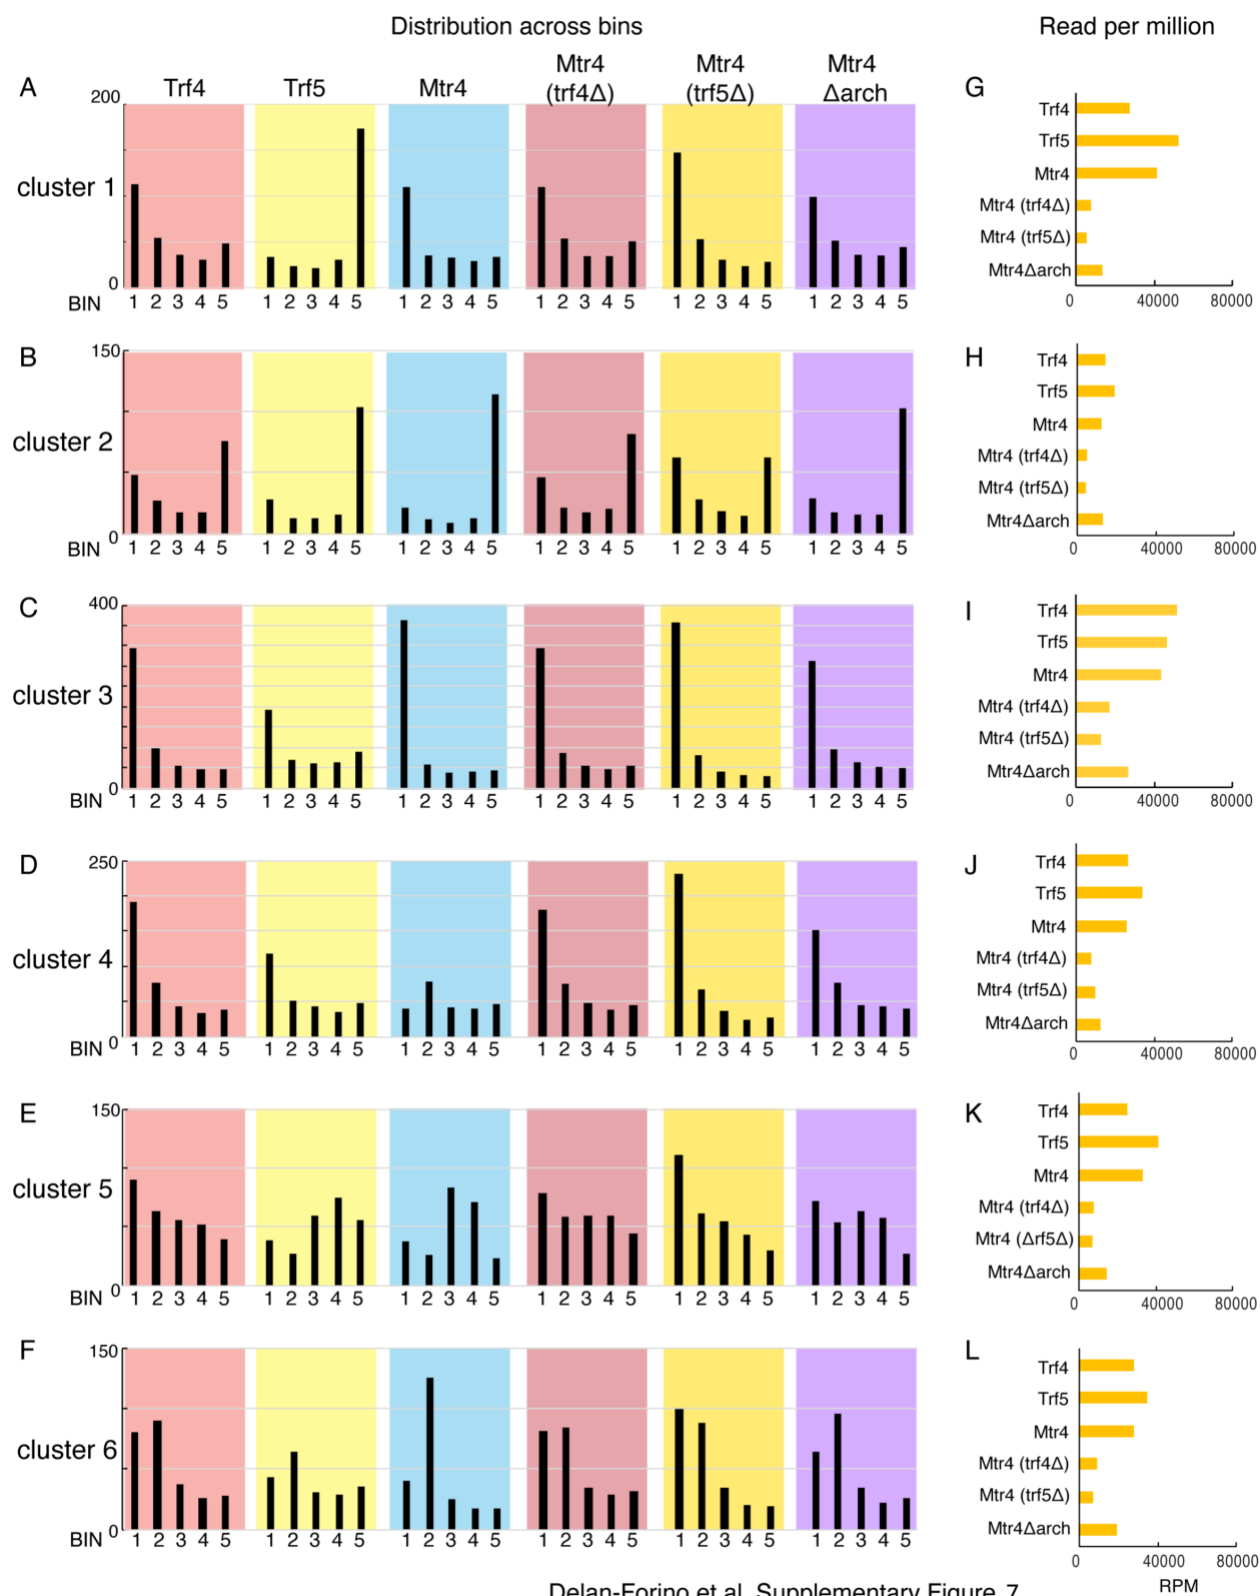

Supplementary Figure 7: Quantitation of total reads in cluster analysis

A-F: Distribution of total hits across mRNAs in each cluster defined in Figure 5. Each transcript was divided in 5 bins of equal length from TSS to pA site. Binding across each bin was calculated as a fraction of total binding across individual gene (set to 1). For each transcript, the average between two biological replicates was used. In each cluster, the values of all bins were added to obtain a binding profile.

G-L: Numbers of reads (RPM) for the indicated factor in each cluster.

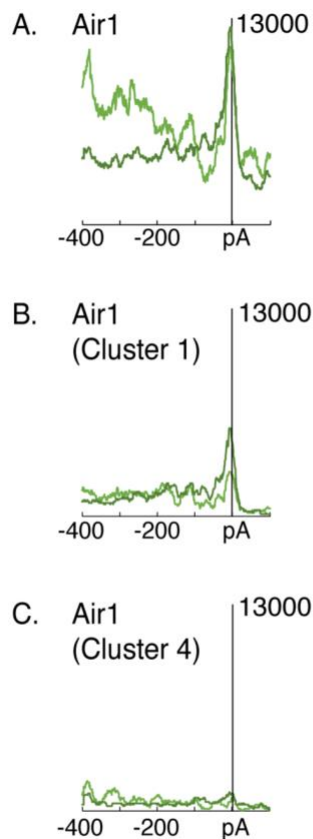

Delan-Forino et al, Supplementary Figure 8

Supplementary Figure 8: Metagene analyses of Air1 around pA sites

A-C. Comparison of Air1 distribution around the pA sites of all mRNAs (A) or in cluster 1 (B) or cluster 4 (C), defined in Figure 5. Each panel shows the hit density, normalized to millions of reads mapped to mRNAs. The two lines in each panel represent results from independent CRAC experiments. Reads were aligned with polyadenylation sites (pA).

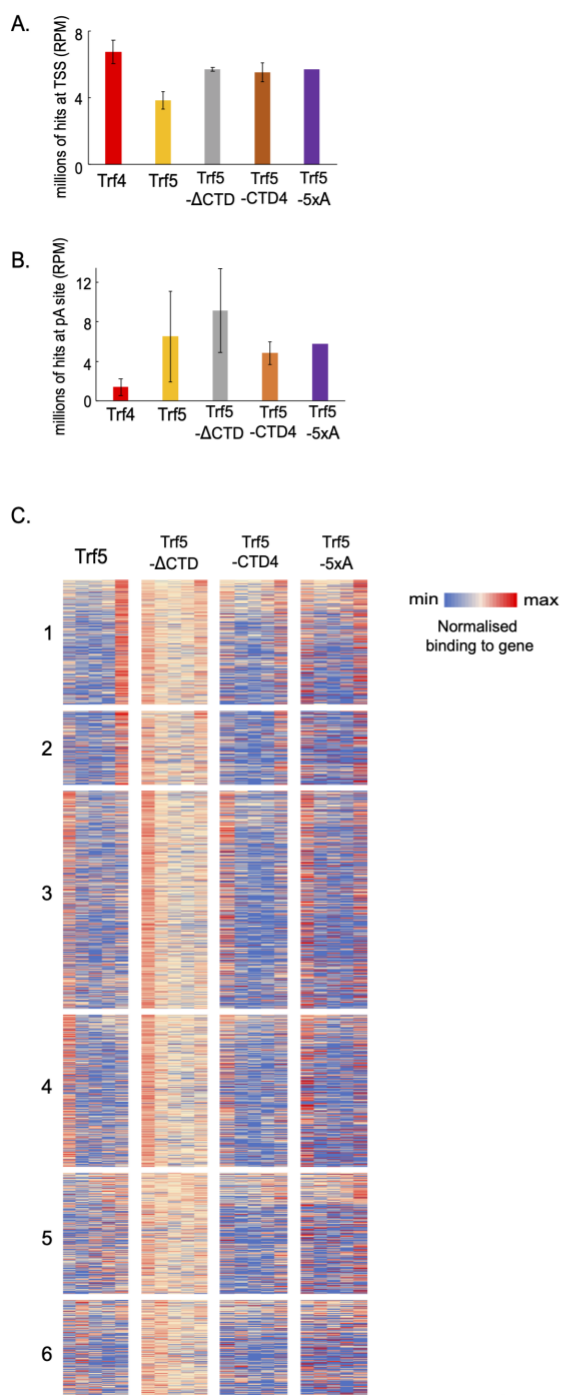

Delan-Forino et al, Supplementary Figure 9

Supplementary Figure 9: Effects of altered Trf5 structure on mRNA binding

A-B. Hits per millions oligo(A) tailed reads encompassing the TSS region (TSS +150 nt) (A) or poly(A) site (pA -150 nt) (B) were summed and exhibited as a bar graph. Two individual replicates were averaged, with standard deviation shown by error bars (except Trf5-5xA for which only one experiment was performed).

C. HEAT map showing binding across individual mRNAs from clusters defined in Figure 5. Each transcript was divided into 5 bins of equal length from TSS to pA site. Binding across each bin was calculated as a fraction of total binding across individual gene (set to 1). Numbers of reads were averaged between two biological replicates. The data are displayed as heat maps. Colors reflect relative binding between different bins of the same mRNA, so the lighter color for the Trf5- Δ CTD panel indicates a more even distribution.

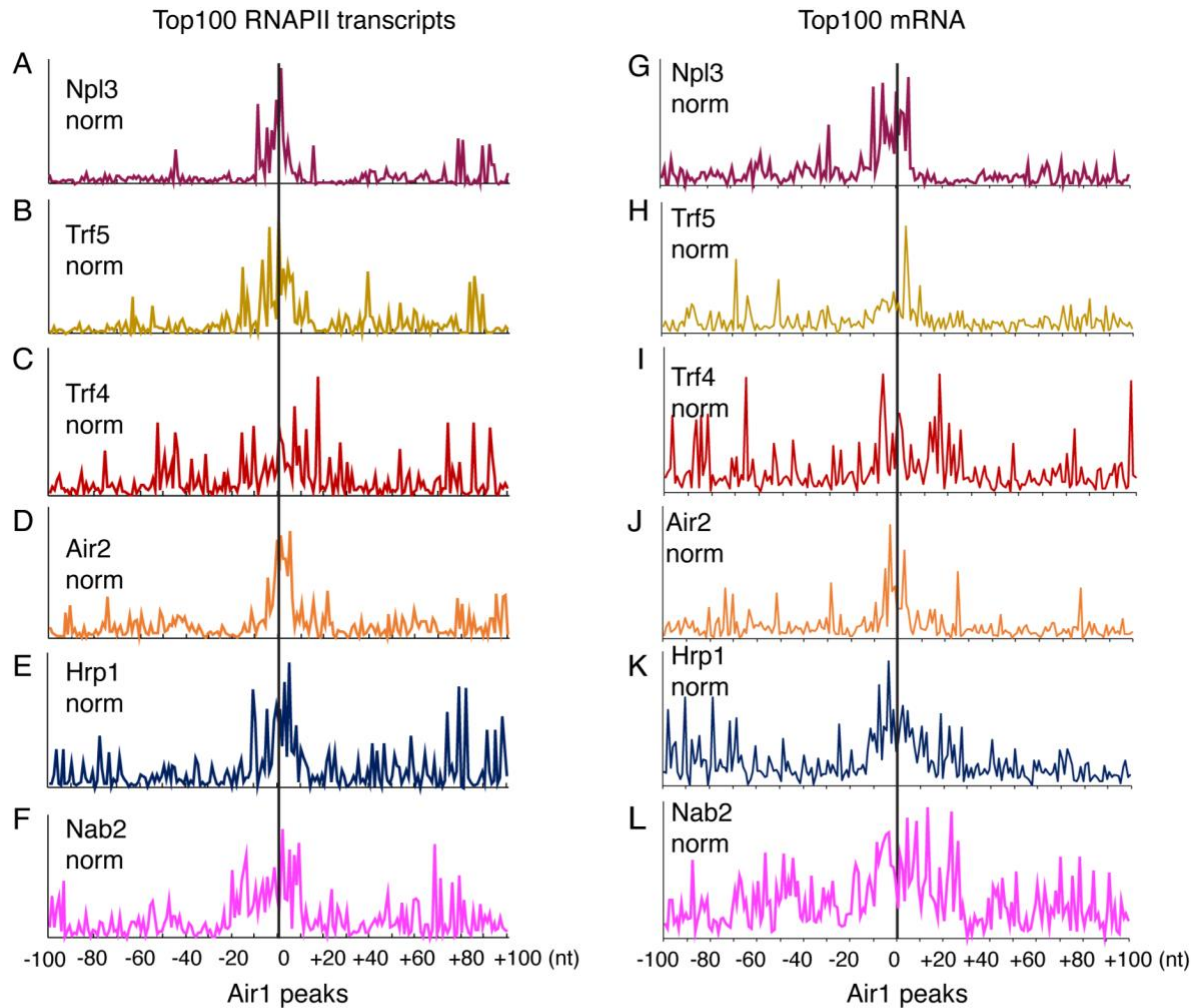

Delan-Forino et al , Supplementary Figure 10

Supplementary Figure 10: Correlations between protein interaction sites at the nucleotide level

As Figures 6B-6M, except the distribution of binding across each gene was calculated as a fraction of total binding across the gene (set to 1).

A-L: Binding of the indicated proteins relative to Air1. CRAC peaks for Air1 across the genome were selected and used as a reference to align peaks for other proteins. Data are shown for the combined top 100 RNAPII transcripts bound by Npl3 and Air1 (A-F, 127 genes in total) or top 100 mRNAs (G-L, 147 genes in total). Two independent replicates were combined in each panel.

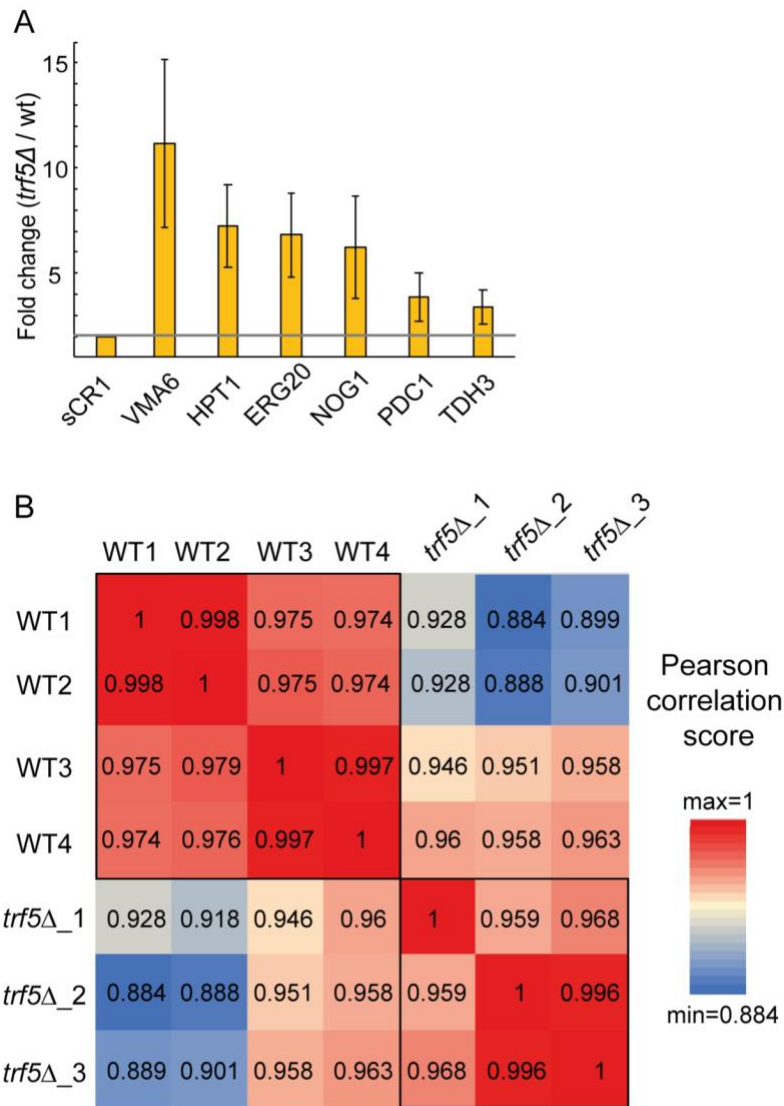

Delan-Forino et al, Supplementary Figure 11

Supplementary Figure 11: Altered mRNA abundance in *trf5Δ* and correlations of RNAseq samples over mRNA genes

A. Gene expression fold change between wild-type and *trf5Δ* on selected genes. Technical triplicates for each independent biological replicates (2 for wild-type and 3 for *trf5Δ*) were submitted to Real-time PCR amplification. Primer efficiencies were calculated and cycle threshold (Ct) values were averaged between triplicates for each RNA sample and standard deviation shown as error bars. Gene expression fold change were determined as previously reported ¹. For qPCR raw data, primer efficiencies, and fold change calculation on wild-type and *trf5Δ* strains, see Supplementary Data 7.

B: Correlation matrix of mRNAs recovered between RNAseq replicates (4 wild-type (WT) and 3 *trf5Δ* samples) used for Figure 7.

SUPPLEMENTARY REFERENCE

- 1 Pfaffl, M. W. A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res.* **29**, e45-e45, doi:10.1093/nar/29.9.e45 (2001).

# Supplementary material for: Substrate specificity of the TRAMP nuclear surveillance complexes
**Source:** Nat Commun. 2020 Jun 19;11:3122. doi: 10.1038/s41467-020-16965-4
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Software used for data collection was the proprietary software that belongs to the machines described in the Methods section (Illumina HiSeq (Edinburgh Genomics) or Illumina Miniseq (our laboratory); Q Exactive Mass Spectrometer (Thermo Fisher Scientific) coupled on-line, to an Ultimate 3000 RSLCnano Systems (Dionex, Thermo Fisher Scientific))

Data analysis

Code is described and accurately cited. Most of the code used in this work is available online. Custom code can be made available upon request through the corresponding author. Software used were Flexbar 3.4.0 57 with parameters -x 1 -ao 4 -g; Novoalign (Novocraft, V2.07) with genome annotation from Ensembl (EF4.74); pyCRAC (0.5.3); STAR; Cluster3.0 (C Clustering Library version 1.52a); MaxQuant (version 1.6.1.0); MView 1.63

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD017114.

All sequence data from experiments made for this study and Rat1 datasets from Granneman et al, EMBO, 2011 are available from NCB's Gene Expression Omnibus (GEO) under accession number GSE135526. Published data are available under GEO accession number GSE77683 (Mtr4), GSE69696 (Rrp44, Rrp6, Air2), GSE79950 (UTP proteins), GSE70191 (Nab3, Npl3, Sto1), GSE114680 (Nop1, Nop56, Nop58), GSE46742 (Trf4, Cbc1, Gbp2, Tho2, Hrp1, Nab2, Pab1, Mex67, Hek2, Xrn1, Ski2). We used *Saccharomyces cerevisiae* genome version (SGD v64) with genome annotation from Ensembl (EF4.74) for analysis.

Associated raw data for:

- figs 1C, 1E are available from supplementary tables S2 and S3 respectively
- fig 2C and S2 are available from supplementary table S4
- fig. 5A and supplementary figure S6 are available from supplementary table S5
- supplementary figure S10A are available from supplementary table S7
- figs 2A, 2B, 3A-O, 4A-P, 6, 7 and supplementary figures S1C-E, S3, S4, S5C-G, S7, S8, S9 are available from source data file

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	CRAC analyses were conducted at least in duplicate (Except Mtr4 Trf4delta CRAC and Trf5-5xA).<br>qPCR analyses have been performed on 2 biological replicates for wild-type and three for Trf5delta, each of them analysed in technical triplicates.<br>Mass Spectrometry and Western blot were performed in triplicate or duplicate.<br>Replicates have been highly similar most of the time, therefore we did not consider that adding more repeats was required
Data exclusions	One Trf5 mass spectrometry replicate sample has been excluded due to poor signal to noise ratio. Trf5 mass spectrometry analyses are supporting conclusions made from every other protein pull-down analysis and consistent with published literature.
Replication	All findings reported were shown to be reproducible (duplicates or triplicates were conducted for CRAC, Mass spectrometry, qPCR, Western blot and Northern blot) unless stated otherwise in the manuscript (in particular for CRAC experiments performed on Trf5 chimeric constructs described in FigS5 and S8)
Randomization	Randomization is not done in this type of yeast study. All results were quantified with data analysis tools and not based on visual observation that could lead to bias.
Blinding	Blinding is not done in this type of yeast study. All results were quantified with data analysis tools and not based on visual observation that could lead to bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	rabbit anti-TAP antibody (Thermo Scientific CAB1001 and mouse anti-Pgk1 antibody (Thermo Fisher PA528612) were used as primary antibodies (1:5000), followed by Li-cor IRDye secondary antibodies (dilution 1:10000): anti-mouse 680RD (926-68070) and anti-rabbit 800CW (926-32211) incubation.
Validation	TAP is species-independent as stated on product homepage. Anti-TAP CAB1001 has been tested by the manufacturer in these conditions : Western blot analysis of TAP tagged RPP1B was performed by loading 10 uL of yeast extract and 7 uL of Molecular Weight Protein Ladder per well onto a 4-20% Bis-Tris polyacrylamide gel. Proteins were transferred to a nitrocellulose membrane and stained/destained with Pierce MemCode Blue Kit (Product # 24580). Membranes were probed with Pierce Fast Western Kit (Product # 35050). Proteins were stained with rabbit polyclonal antibodies recognizing the TAP tag (Product # CAB1001). CAB1001, at 0.5 µg/mL, at 1.0 µg/mL, and 0.25 µg/mL were incubated for 30 minutes at room temperature on a rocking platform per Fast Western Kit instructions. Membranes were then washed in kit wash buffer and probed with kit

secondary antibody reagent for 10 minutes diluted at 150 uL per 10 mL kit reagent diluent. Membranes were washed in kit wash buffer and chemiluminescent detection was performed using Pierce Super Signal West Dura (Product # 34075). CAB1001 detects TAP. CAB1001 has been successfully used in Western Blot, IP, and ChIP applications. The CAB1001 immunogen is a KLH conjugated peptide representing the C-terminus of the TAP construct after TEV cleavage. TAP adds about 20 kDa to the size of the protein.

Anti-Pgk1 antibody species reactivity for yeast is confirmed on product homepage. According to manufacturer "Antibody specificity was demonstrated by siRNA mediated knockdown of target protein. HeLa cells were transfected with PGK1 siRNA and loss of signal was observed in Western Blot using Anti-PGK 1 Polyclonal Antibody". This antibody has been used routinely for yeast applications in our laboratory and the size of the band is consistent with the expected size of Pgk1.

# Supplementary material for: Substrate specificity of the TRAMP nuclear surveillance complexes
**Source:** Nat Commun. 2020 Jun 19;11:3122. doi: 10.1038/s41467-020-16965-4
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Strains used in this study

File Name: Supplementary Data 2

Description: iBAQ (Intensity based absolute quantification) values for proteins recovered by mass spectrometry (LC-MS/MS) analysis. Air1, Air2, Trf4 and Trf5 were used as bait for pull-downs in buffer containing 1M NaCl. iBAQ values in the mock precipitated sample are shown as the negative control.

File Name: Supplementary Data 3

Description: riBAQ (relative molar abundances for each protein) values for proteins recovered by mass spectrometry (LC-MS/MS) analysis. The first sheet shows riBAQ ratios, determined by dividing the iBAQ value for each protein by the sum of all noncontaminant iBAQ values. The second sheet shows enrichment, calculated as the riBAQ ratio between TRAMP protein pull-down and the mock sample. All proteins showing a ratio less than 2 were considered to be not significantly enriched.

File Name: Supplementary Data 4

Description: Correlation matrix showing Pearson correlation between binding sites recovered with different factors. The first sheet shows correlations calculated from hits across individual transcript (the extent to which the factors target the same RNA species as “Co-targeting of RNAs”). The second sheet shows correlations calculated from hits across 50 nt windows encompassing the whole genome (the extent to which the factors target closely positioned RNA sites (≥ 50 nt) as “Colocalization of sites”). Values for individual CRAC datasets are shown.

File Name: Supplementary Data 5

Description: Heat maps for distribution of TRAMP components on each mRNA. Heat map showing binding across individual mRNAs of different factors. The top 1,000 protein-coding genes recovered in CRAC with each TRAMP component were selected and combined (2,005 mRNAs in total). Each transcript was divided into 5 bins of equal length from TSS to pA site. Binding across each bin was calculated as a fraction of total binding across individual genes (set to 1). Numbers of reads were averaged between two biological replicates. Only the coverage of Air1, Air2, Trf4, Trf5 and Mtr4 along each transcript was used for Euclidian distance-based clustering. Other data sets shown were not included in the clustering analysis but are sorted according to the clustered list. The data are displayed as heat maps. The RPM for each transcript recovered by each protein was calculated and represented as independent heat maps. Displayed in Figure 5.

File Name: Supplementary Data 6

Description: Correlation matrix showing Pearson correlation between binding sites recovered with different factors across RNA polymerase II transcripts. The first sheet shows correlations calculated from hits across individual RNAPII transcript (the extent to which the factors target the same RNA species as “Co-targeting of RNAs”). The second sheet shows correlations calculated from hits across 50 nt windows encompassing the parts of genome

coding for RNAPII transcripts (the extent to which the factors target the closely positioned RNA sites (≥ 50 nt) as “Colocalization of sites”). Values for individual CRAC datasets are shown.

File Name: Supplementary Data 7

Description: Raw data, Primer efficiencies, and fold change calculation for Real-time PCR amplification analysis on wild-type and *trf5Δ* strains. Technical triplicates for each Independent biological replicates (2 for wild-type and 3 for *trf5Δ*) were submitted to qPCR. Primer efficiencies were calculated and cycle threshold (Ct) values were averaged between triplicates for each RNA sample. Gene expression fold change were determined as previously reported¹.

How the deposited data were processed for this re-analysis (not part of the article)

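The authors deposited, for each library, the position and strand of every aligned read, and these read positions are the unit used here. The reads had been trimmed with Flexbar, collapsed on identical ends and random barcode bases (CRAC), and aligned by the authors to sacCer3 with Novoalign 2.07.00. For the Rat1 libraries the barcode bases are given as clipped. The paper names STAR for the RNA-seq, whereas the notes with the deposited files name Novoalign.

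A read was assigned by its midpoint and strand to annotated features of assembly R64. Coding sequences were extended by 50 nt upstream and 100 nt downstream, and a read was counted in a single class. For counts per gene, stretches shared by coding sequences, or by extensions alone, were left out. A stretch shared by an extension and a coding sequence went to the coding sequence. A stretch within a snoRNA or snRNA went to 1 such entry. The annotation used has no introns, mapped TSS or pA sites, or unstable non-coding transcripts, so the planned intron share was not computed. Counting used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and tests used R 4.3.3 with limma 3.58.1.

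The design, written before the data were examined, assumed tools that start from a table of counts. Because the files hold reads and not counts, the design was kept as written and its test replaced by limma-voom on the counts made here, with a TMM scaling written for this work (30% of log ratios and 5% of mean levels trimmed at each end). Genes were kept if their CPM exceeded that of 10 reads at the median depth in as many libraries as the smallest group holds, with at least 15 reads in total. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. All CRAC groups with at least 2 libraries entered a single fit. Gene lists were tested with fry, a rotation test of limma for a shared direction, and compared with camera. Changes in library averages of the RNA-seq were tested by exact permutation of the 7 libraries.

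Class shares and mRNA end shares of single libraries carry 95% Wilson intervals, hits between A2 and A3 an exact Poisson interval of the reads in the region, and ratios of reads an exact binomial interval. A fold against a group without reads takes 3 reads over that group as the limit.

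Genes are named by a rule fixed in the design, when the values in the source data of Fig. 7a and b had been seen. It takes TRF5, the 10 largest changes each way among called genes with a mean of at least 5 CPM and libraries that do not overlap, the qPCR genes and the genes the paper names. For CRAC it takes the 5 largest changes each way among called RNAs with at least 50 RPM in a group, and the 5 mRNAs most bound by Trf5. The passages print a part of these.

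Alternatives tried include other scalings, filters, windows, read minimums and pseudocounts, limma-trend, and leaving out each library. Wild-type Mtr4, Air2, Rrp6 and Rrp44, reads with oligo(A) tails, mass spectrometry and blots were not analysed here.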

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

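Tests chosen after the results were seen are the count of genes over splits of the libraries, the factor for sets of libraries, the removal of the length trend and camera with an estimated correlation.

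One RNA-seq library lies far from its group in depth. Wild-type library 3 had 10850931 reads on genes, and the nearest other wild-type library had 4139477. Among 130 groups of 4 values examined this was the only such sample.

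In the trf5∆ RNA-seq, made from poly(A)-selected RNA, 13 of 63 snoRNAs and 30 of 138 cytosolic ribosomal protein genes were lower. The paper did not analyse these lists, and 9 of these ribosomal protein genes were higher. Total snoRNA levels were not measured. Neither list passed fry (adjusted p of 0.0951 and 0.200 from limma) or camera with an estimated correlation (adjusted p of 0.742 for each from limma), and both passed the planned camera with its preset correlation. Grouping of the libraries by chance could account for the number of called genes. Of the 35 splits of the 7 libraries into 4 and 3, 2 called at least as many genes as the real split, itself included. The other split called 1168 genes against 304 and sets wild-type libraries 1 and 2 and trf5∆ library 1 apart, which points to a structure of the samples. The barcodes in the sample records and in the file names differ for trf5∆ libraries 1 and 3, and with 0 TRF5 reads each both lack TRF5, but which is which stays open. For gene lists 3 of 35 splits called as many as the real one, and the highest other called 6, so chance cannot be excluded.

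The genes called lower are short, and uneven recovery of short RNAs may explain them. After the length trend of each library was removed, their median log2 fold change was -0.90, from -1.32, and that of the genes called higher stayed at 0.89. The genes were chosen for their change in these same libraries, and only the average trend was removed. Their medians thus cannot show whether uneven recovery accounts for the calls. Of these genes 98 of 151 lower and 123 of 153 higher ones were still called, and why the others were lost was not tested. A difference between the sets of libraries could also produce calls. With the set as a factor all 151 lower and all 153 higher genes were still called. The sets were read from the grouping of these same libraries, and the factor raised all calls from 304 to 1700. Genes already called could thus hardly be lost, and this test cannot exclude an effect of the sets.

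Direct binding by Trf5 might link the called mRNAs to the deletion. The median Trf5 CRAC signal was 119 RPM for the mRNAs called lower and 52.2 RPM for those called higher. Lists of uncalled mRNAs of the same RNA level had medians of 127 and 85.5 RPM. RPM is not scaled by length, and these lists were not matched on length. The mRNAs called lower had a median length of 447 nt, against 1305 nt for those not called. The comparison thus cannot show whether those called lower were more bound for their length. Those called higher had fewer Trf5 reads than such lists, below their 5th percentile (67.3 RPM), but were also shorter than uncalled mRNAs. Ranked by Trf5 RPKM, the 200 most bound mRNAs held 34 called lower and 9 higher, against 7 and 2 in bin 7. These bins were matched on neither length nor RNA level, so a link to binding stays open.

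Rat1, a nuclear 5′ exonuclease, gave 237391 hits in the A2–A3 region, against 1476 hits for the mRNA-binding protein Hek2. The Rat1 libraries come from an earlier study.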

How the results depend on the processing

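Chosen after the results were seen were the splits of the libraries, scaling by total reads and by median of ratios, limma-trend, the residual component, the set of libraries as factor, leaving out pairs of WT libraries, the length trend, the last part of the gene as 3′ window, and, for gene lists, the replicate block and camera with an estimated correlation. Of the planned settings for comparisons between groups, 146 left the result the same, 56 moved it, 3 weakened it and 1 reversed it, and leaving out 1 library left 288 the same and moved 50. For single genes, bins and other values, planned settings left 530 the same, moved 144, weakened 48, strengthened 42 and reversed 2, and leaving out 1 library left 1106 the same, weakened 207 and strengthened 34. For CRAC shares and hits, leaving out 1 library cannot shift a condition mean beyond the replicate SD, which was the limit used. The same holds for a library of the first group of a ratio. Such results counted as the same whatever the data, so the counts for leaving out 1 library overstate stability. Unless stated, the cause was not tested.

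RNA-seq calls (304, 153 higher and 151 lower) vary widely between settings. Leaving out 1 library gave 2 to 1091 calls (1 to 508 higher, 1 to 583 lower). Without WT 1 and WT 2 there was 1 call (0 higher, 1 lower), and without WT 3 and WT 4 there were 588 (163 higher, 425 lower). Scaling by total reads gave 179 (76 higher, 103 lower), limma-trend 406, removal of the length trend 286 (163 higher, 123 lower), a residual component as covariate 2078 (932 higher, 1146 lower) and the set of libraries as factor 1700 (756 higher, 944 lower). Other scalings and no filter gave 281 to 300. A replicate block, which pairs libraries by number although numbers do not pair samples, gave 1180 (441 higher, 739 lower). The planned DESeq2 and sva alternatives were not run.

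For gene lists fry called 1, the qPCR genes that the study selected to check this same RNA-seq, and camera called 5 with its preset correlation and 0 with the correlation estimated. Removing the length trend gave 2, the set of libraries as factor 5, the replicate block 0, and leaving out 1 library 0 to 2.

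For CRAC, Trf5 against Air1 gave 643 calls, 164 to 1661 without 1 library (5 to 523 higher, 159 to 1138 lower), 2 with only these groups in the fit (0 higher, 2 lower), and with a replicate block 0. Trf5∆CTD against Trf5 gave 297, 34 to 1350 without 1 library (29 to 890 higher, 5 to 610 lower), 491 scaled by total reads (455 higher), 0 with only these groups, and with a replicate block 10 (3 higher, 7 lower). Air1 in air2∆ against Air1 gave 0, 0 to 1 lower without 1 library, 4 lower without the filter, and with a replicate block 35 (10 higher, 25 lower). Air1 in air2∆ against Air2 in air1∆ gave 0, 1 lower without the filter and 4 higher with only these groups. Mtr4 in trf5∆ against air1∆ gave 0, with 0 unadjusted p under 0.05 among 5248, so this lack of calls carries no information, and with a replicate block 73 (42 higher, 31 lower). For these Mtr4 libraries the deviations of libraries with the same number correlated at 0.235, and in 50-nt windows r was 0.859 to 0.971 between libraries of air1∆, air2∆ and trf5∆ with the same number and 0.538 to 0.731 within a strain. That is a hint from the data, since no source says that the numbers pair the cultures. Fewer libraries estimate the spread where only 2 groups enter the fit.

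The mRNA share of Air1 in air2∆ relative to Air1 reversed from 0.920 to 1.11 outside mature rRNA and tRNA. With TMM-scaled counts RNA-seq rank bin 5 reversed from 0.05 to -0.11, and bin 7, which had risen by 0.12, fell by 0.0369 (each exact p = 0.0286), while bin 1 moved from -0.24 to -0.41 and lost its call (exact p = 0.0857). The A2–A3 ratio of Air1 in air2∆ to Air1 moved from 0.410 to 0.499 outside mature rRNA. With the window doubled, the TSS ratio of Mtr4∆arch to Mtr4 in air1∆ and air2∆ moved from 0.650 to 0.709, that of Trf4 in the arch strain to Trf4 from 1.20 to 1.16, and the pA ratio of the latter from 0.711 to 0.642. Averaged over genes, pA ratios moved from 0.702 to 1.499 (Air1 in air2∆ to Air1), 1.21 to 1.54 (to Air2 in air1∆), 1.74 to 1.33 (Mtr4∆arch) and 0.711 to 0.779 (Trf4 in the arch strain). Without the most bound 1% of genes the last 2 were 1.34 and 0.805. Without 1 library the pA ratio of Air1 in air2∆ to Air1 ran from 0.499 to 1.18, spacer shares of Air1 to Trf5 from 2.09 to 5.06 and of Trf4 to Trf5 from 0.644 to 1.56, and A2–A3 hits of Trf5-5xA to Trf5 from 1.08 to 4.01 and of Trf5∆CTD to Trf5 from 0.123 to 0.455.

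With at least 50 reads for each mRNA, the share in the Five-bin profile by cluster, cluster 2, bin 5, Air1 moved from 59.7% to 78.2%. In cluster 3, bin 1 that of Air1 moved from 53.7% to 58.4% and that of Mtr4 in trf4∆ from 55.6% to 69.0%. Correlations on log2 values were 0.518 (Trf4 and Trf5), 0.537 (Air1 and Mtr4∆arch), 0.569 (Trf4 and Mtr4∆arch), 0.359 (Air1 in air2∆ and Air2 in air1∆), 0.335 (Trf5 and Air2 in air1∆), 0.550 (Trf4 and Air2 in air1∆) and 0.467 (Trf5 and Trf5∆CTD). In 50-nt windows they were 0.328 (Air1 and Trf5), 0.368 (Trf4 and Trf5), 0.269 (Trf4 and Mtr4∆arch), 0.838 (Air1 in air2∆ and Air2 in air1∆), 0.305 (Trf5 and Air2 in air1∆), 0.673 (Trf4 and Air2 in air1∆) and 0.470 (Trf5 and Trf5∆CTD). Mtr4 CRAC over the first 200 mRNAs moved from 0.06 to 0.316 against trf4∆. By its exact test the RNA-seq 3' end share in cluster 3 was weaker in bin 5 of the gene (-3.42), and the RNA-seq 3' end share in all mRNAs was weaker there (-3.55) and with at least 20 reads (-3.15).

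On simulated RNA-seq of this depth the fit found 29.9% of 1.5-fold and 95.5% of 2-fold changes. On simulated CRAC of Trf5 and Air1 it found 0% of 2-fold, 17.9% of 4-fold and 68.3% of 8-fold changes. The simulations used a single dispersion for all genes, 0.0276 for RNA-seq and 0.139 for CRAC. Wild-type RNA-seq libraries 1 and 2 stood apart from the other wild-type libraries, so recovery in the real RNA-seq is less certain.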

Differences from the paper's values

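The comparison with the paper's RNA-seq columns was added after the values were seen. Between sites A2 and A3 the paper's value for Trf4 is 25747 hits (SD 9893). It stands in a block taken here as all reads although its label is that of the oligo(A) panel. The paper also lists single Trf4 libraries of 31536 and 12257 hits, which do not average to that value. Here 1 library, labelled replicate 1 in one place and replicate 2 in another, gave 12333, close to the lower of these. Scaled to reads outside mature rRNA it was 17381 and no longer counted as different. Without the flanks it was 11147, which did.

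For RNA-seq at ranks 201 to 400 the paper's bar is -0.0456. The bins here follow the paper's bars only with the direction turned to wild type over trf5∆, and turned in this way the value was 0.0522. The other bins were not counted as different when turned. Given in the same turned direction, ranking by Trf5 RPM (-0.05), ranking from Trf5 replicate 1 (-0.11) and leaving out trf5∆ 1 (-0.03) removed the difference. TMM scaling (0.22), the smaller pseudocount, ranking from Trf5 replicate 2 and leaving out any other library did not.

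For its correlations the paper removed low-complexity reads, and no such filter was applied here. The reads behind the paired values may thus differ. The paper's correlation of Air1 and Trf5 is 0.593 and here it was 0.447. It was not different without Air1 replicate 2 (0.496) or without Trf5 replicate 2 (0.533), and stayed different on log2 values (0.440). In 50-nt windows it was 0.328, an unlike measure, since the paper's value is per transcript. For Trf4 and Trf5 the paper's value is 0.310, a mean over 4 pairs with 2 Trf4 libraries (0.135 to 0.480), and here it was 0.630 over 2 pairs with 1 Trf4 library. On log2 values (0.518) it stayed different. The value in 50-nt windows (0.368) is an unlike measure, so it cannot show that the difference goes away. For Air1 and Mtr4∆arch the paper's value is 0.460 and here it was 0.326. Every alternative stayed different, including 0.537 on log2 values, although 50-nt windows (0.298) are again an unlike measure.

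Several statements of the paper meet other values here. The paper states that Trf5 targets correlate better with those of Air1 than of Trf4, and here the values were 0.447 and 0.630, the latter with 1 Trf4 library where the paper has 2. The low-complexity filter of the paper's correlations was not applied here either. The paper states that mRNAs most bound by Trf5 rise in trf5∆, and here the first 200 changed by -0.24. The paper's own RNA-seq columns for the first 200 mRNAs of its table give -0.13, as do the libraries here. The paper describes the 3′ depletion as specific to cluster 1, and here clusters 1, 2 and 3 changed by -3.26, -2.86 and -3.27 percentage points. The paper describes the strongest mRNA binding for Trf5, and here the shares were 27.7% for Trf5 (18.6% and 36.7%) and 33.4% for Trf4, between the Trf5 libraries. Here there is 1 Trf4 library, and the paper's values are 23.2% and 36.6% for 2 Trf4 libraries and 24.1% and 40.9% for Trf5. The paper describes more TSS binding after mutation of the CTD, and here the shares were 13.6% for Trf5∆CTD and 13.4% for Trf5. The paper counts oligo(A)-tailed reads within 150 nt of the TSS, and the shares here use all reads around the start codon, so the reads differ. The paper describes Air1 as elevated on mRNAs in air2∆, and here the mRNA share was 0.920 of that in AIR2 cells, or 1.11 times outside mature rRNA and tRNA.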

Other observations

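Chosen after the values were seen were camera with an estimated correlation and the correlations with the paper's Mtr4 column. In the trf5∆ RNA-seq of poly(A)-selected RNA, gene lists were counted by calls higher and lower in trf5∆. Cytosolic ribosomal protein genes (138 measured) had 9 and 30 calls, with a median log2 fold change of -0.50 and an adjusted p of 0.200 from fry of limma. snoRNAs (63) had 0 and 13, or 0 and 44 when p-values were adjusted over the list alone, with a median of -1.38 (0.0951 from fry of limma). Histone genes (10) had 0 and 1 calls and oxidative phosphorylation genes (36) had 2 and 6. Mitochondrial ribosomal protein genes (67) had 2 and 4, glycolysis genes (21) 0 and 0 with a median of -0.53, and ribosome biogenesis genes (65) 1 and 0. Exosome and TRAMP genes (18) had 0 and 1, and that 1 is the deleted gene TRF5 itself. Heat shock genes (23) had 1 and 1, and amino acid control genes (39) 2 and 0. The qPCR genes (9) had 6 and 0 calls, but the study selected them to check changes in this same RNA-seq, so a test of this list restates the selection. No other list passed fry. Camera with its preset correlation also called ribosomal protein, snoRNA, cell wall and methionine genes, and none held with the estimated correlation.

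The paper's Mtr4 column for wild-type cells in the table behind Fig. 7a correlated across genes at 0.938 with the paper's Trf5 column. Here it correlated at 0.906 with Trf5 replicate 2 and at 0.470 with Trf5 replicate 1. The Mtr4 libraries analysed here correlated with it at 0.368 to 0.582, a range that holds the value of Trf5 replicate 1. All of these Mtr4 libraries come from strains that lack a TRAMP subunit or the arch. Genes are not independent replicates and no p-value was computed.

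25S rRNA took 15.2% of the Rat1 reads. mRNAs took 20.3% ± 2.25 (SD, n = 2) of the Rat1 reads and 81.6% of the reads of the single Hek2 library.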
